# The RNA repair proteins RtcAB regulate transcription activator RtcR via its CRISPR-associated Rossmann fold domain

**DOI:** 10.1016/j.isci.2022.105425

**Published:** 2022-10-20

**Authors:** Ioly Kotta-Loizou, Maria Grazia Giuliano, Milija Jovanovic, Jorrit Schaefer, Fuzhou Ye, Nan Zhang, Danai Athina Irakleidi, Xiaojiao Liu, Xiaodong Zhang, Martin Buck, Christoph Engl

**Keywords:** Molecular biology, Molecular mechanism of gene regulation, Cell biology

## Abstract

CRISPR-associated Rossmann fold (CARF) domain signaling underpins modulation of CRISPR-Cas nucleases; however, the RtcR CARF domain controls expression of two conserved RNA repair enzymes, cyclase RtcA and ligase RtcB. Here, we demonstrate that RtcAB are required for RtcR-dependent transcription activation and directly bind to RtcR CARF. RtcAB catalytic activity is not required for complex formation with CARF, but is essential yet not sufficient for RtcRAB-dependent transcription activation, implying the need for an additional RNA repair-dependent activating signal. This signal differs from oligoadenylates, a known ligand of CARF domains, and instead appears to originate from the translation apparatus: RtcB repairs a tmRNA that rescues stalled ribosomes and increases translation elongation speed. Taken together, our data provide evidence for an expanded range for CARF domain signaling, including the first evidence of its control via *in trans* protein-protein interactions, and a feed-forward mechanism to regulate RNA repair required for a functioning translation apparatus.

## Highlights

• RtcR physically interacts with RtcB and RtcA via its regulatory CARF domain
• RtcR-RtcBA interactions positively control *rtcBA* expression
• The transfer-messenger RNA *ssrA* is a target of *rtc* inducing stress
• RtcB impacts the speed of translation elongation

## Introduction

Clustered, regularly interspaced short palindromic repeats (CRISPR) and the associated Cas proteins are responsible for acquired immunity against foreign genetic elements in prokaryotes^1^^,^^2^^,^^3^ and CRISPR-associated Rossmann-fold (CARF) domain signaling is responsible for the modulation of CRISPR-Cas systems: oligoadenylate synthetases generate oligoadenylate nucleotides when interacting with their nucleic acid targets and subsequent oligoadenylate binding by CARF domains regulates downstream nucleases and other effectors in a novel signaling system to degrade foreign nucleic acids.^4^^,^^5^ In contrast to the regulation of nucleic acid degradation, the CARF domain containing RtcR protein of diverse bacteria activates expression of the nucleic acid repair enzymes, RNA cyclase RtcA and RNA ligase RtcB.^6^^,^^7^

RtcA and RtcB are conserved in eukaryotes, archaea and bacteria. RtcA converts RNA 3′-P ends, and to a lesser extent 2′-P ends, to a 2′,3′-cyclic P form,^7^^,^^8^ such that RtcB can then ligate it to a 5′-OH terminated RNA in a GTP-dependent manner to form a new 5′-3′ linkage.^6^ In higher eukaryotes, RtcB has been strongly implicated in several important cellular processes, including tRNA maturation as part of the tRNA-splicing ligase complex,^9^^,^^10^ the unfolded protein response,^11^ endoplasmic reticulum stress^12^ and neuron regeneration.^13^ In contrast, relationships between cell function and RtcA are not well defined.^14^ Bacterial RtcB and RtcA have been studied in structural and biochemical detail; however, their physiological roles are largely unknown. Potential areas of their importance include ribosome and tRNA integrity, together with cellular responses to ribotoxins, antibiotics and oxidative stress.^15^^,^^16^^,^^17^^,^^18^

In the model organism *Escherichia coli*, RtcA and RtcB are encoded by the *rtcBA* operon.^8^ Notably, *rtcBA* operons are conserved in diverse bacteria.^7^ The expression of the *E*. *coli rtcBA* operon relies on a σ^54^–dependent promoter and the transcriptional activator RtcR, a bacterial enhancer-binding protein whose central AAA + domain interacts with the σ^54^ RNA polymerase holoenzyme and activates expression of *rtcBA* (Figure 1A). Similar to regulation seen in CRISPR/Cas systems, the CARF domain of RtcR has inhibitory function repressing RtcR activity (Figure 1B).^8^ In this work we study RtcR-dependent activation of *rtcBA* transcription and reveal the presence of a RtcRAB regulatory complex mediated via the RtcR CARF domain. This is the first evidence of a CARF domain regulation via *in trans* protein-protein interaction and a novel protein complex in which RtcB is found.^10^ We also identify novel RNA targets of RtcB action and propose how they may serve as signal molecules acting on the RtcR CARF domain.

**Figure 1:**
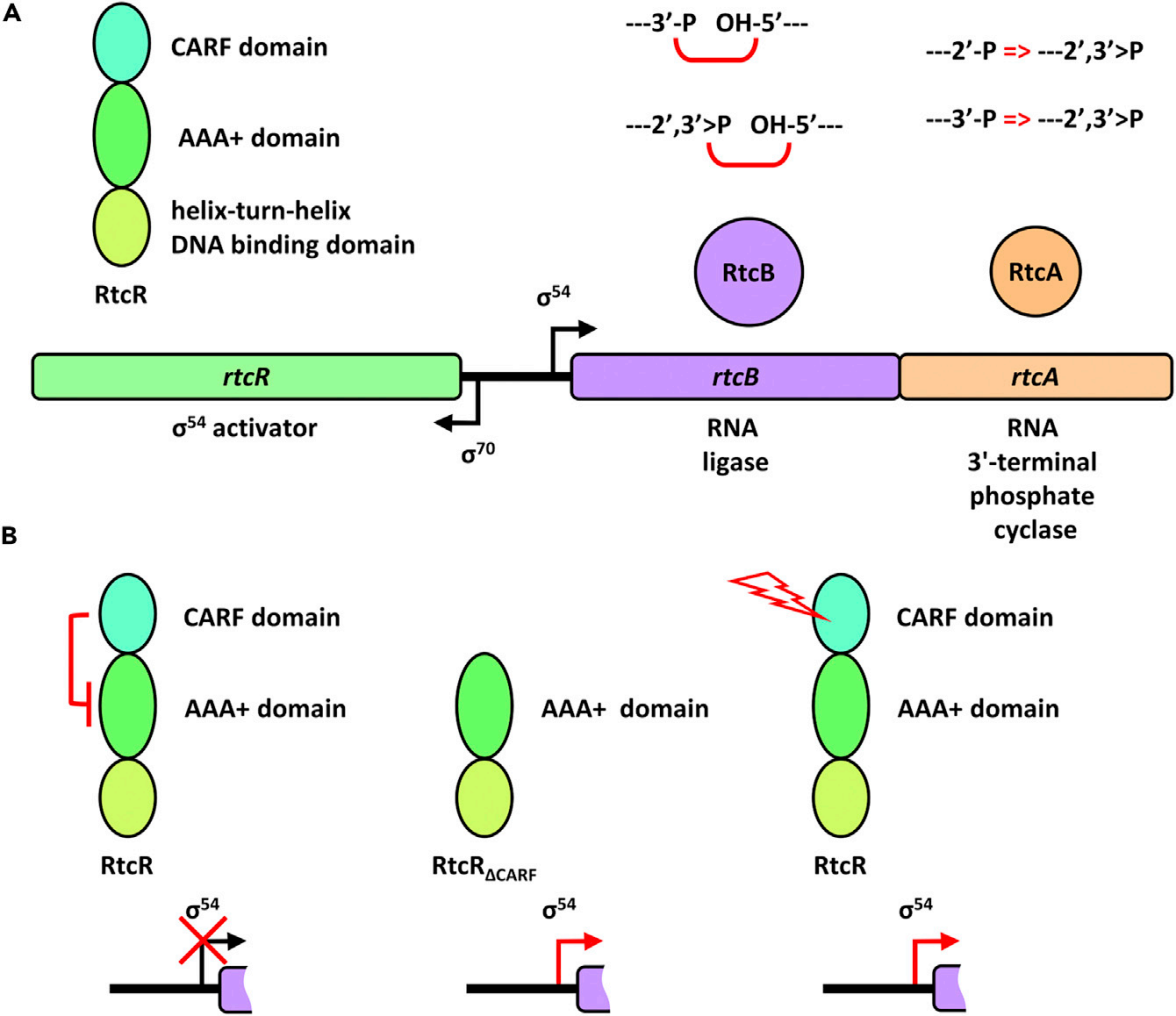
Schematic representation of the Rtc system (A) The *rtcBA* operon is under the control of the sigma 54 dependent *rtcBA* promoter whose activator is encoded by the oppositely oriented *rtcR* gene. RtcA is an RNA 3′-terminal phosphate cyclase that converts 2′-P and 3′-P ends into 2′,3′-cyclic P ends. RtcB is an RNA ligase that ligates 3′-P and 2′,3′-cyclic P ends to 5′-OH ends. (B) The sigma 54 transcriptional activator RtcR has three functional domains including a N-terminal, regulatory CARF domain. Under normal conditions, the CARF domain represses the AAA + domain so that no transcription of *rtcBA* takes place from the *rtcBA* promoter (left). Conversely, RtcR mutants lacking the CARF domain are constitutively active (middle). Under stress, an unknown signal ligand interferes with the CARF domain mediated repression of the AAA + domain and the *rtcBA* operon is expressed (right).

## Results

### The *rtcBA* locus is essential for RtcR activation

The Rtc system is induced by diverse stimuli in bacteria, some activating *rtcBA* expression independently of RtcR, as shown previously in *S*. *enterica*,^17^ likely due to global impact on mRNA synthesis and stability, or the use of alternative promoters. Here we sought to establish which Rtc-inducing conditions relay activating signals via RtcR and its CARF domain in *E*. *coli*, and whether the products of its action, RtcB and RtcA, are also involved in signaling. This is the case for other *E*. *coli* operons modulated by bacterial enhancer-binding proteins, such as the phage shock protein (Psp) membrane stress response: the dual functional PspA protein acts as both the effector of the Psp response and the negative regulator of its transcriptional activator PspF.^19^^,^^20^

To this end, genetic determinants leading to Rtc induction were identified and assessed for their ability to increase activity of the *rtcBA* promoter in the absence of *rtc* genes (Table 1). Gene deletion mutants of the glutathione reductase *gor* (Table S1 and Figures S1A and S1C), the stress-induced *yobF* (Table S1 and Figures S1A and S1D) and the tRNA deacetylase *ybaK* (Table S1 and Figure S1E) were previously shown to upregulate *rtcBA* promoter activity.^15^ Here, we selected KEIO deletion mutants whose protein function could potentially be associated with RNA repair and the Rtc system based on findings presented in Engl et al., (2016)^15^ and Kurasz et al., (2018).^17^ Genes linked to RNA modifications, the ribosome, or oxidative stress were considered likely candidates for Rtc induction and were tested for their ability to upregulate *rtcBA* promoter activity via β-galactosidase assays with cells harboring a plasmid-encoded P_*rtcBA*_-*lacZ* reporter. In parallel, we screened the ASKA library to identify genes whose over-expression leads to Rtc induction. Deletion mutants of RNA helicase *srmB* (Table S1 and Figure S1A), ribonuclease *mazF* (Table S1 and Figures S1A, S1F, and S1G), endoribonuclease *rnhA* (Table S1 and Figure S1H), RNA pyrophosphohydrolase *rppH* (Table S1 and Figure S1I),and RNA binding protein *hfq* (Table S1 and Figures S1J and S1K), together with strains over-expressing transcription antiterminator *rof* (Table S2 and Figures S1L and S1M) and histidine kinase *yedV* (Table S2 and Figures S1N and S1O) led to significant upregulation of the *rtcBA* promoter activity as compared to the wild-type. Of interest, the *hfq* gene deletion caused induction of the Rtc system in rich media (Table S1 and Figure S1K) and repression in minimal media (Table S1, Figure S1J), suggesting antagonistic roles of *hfq* consistent with divergent physiological responses of *E*. *coli* under different growth conditions.^21^ RT-qPCR (Tables S1 and S2, and Figure S1B) confirmed the reporter assays, demonstrating increased abundance of the chromosomally derived *rtcBA* mRNAs concomitant with the upregulated *rtcBA* promoter activity.

**Table 1:** Genes and gene deletion mutants modulating the expression of the Rtc system

Name	Description	Effect	Dependent on		
			RtcR	RtcB	RtcA
*ΔahpC*	Peroxidase; forms alkyl hydroperoxide reductase with peroxiredoxin reductase *ahpF* [AhpC]_10_[AhpF]_2_	↑	YES	YES	YES
*Δgor*^a^	GSH oxidoreductase: in operon with 23S rRNA methyltransferase	↑	YES	YES	NO
*Δhfq*	RNA binding protein: regulation of the activity of small RNA species	↑/↓	NO	–	–
*ΔmazF*	Ribonuclease; toxin component of a toxin-antitoxin system	↑	YES	YES	YES
*ΔrnhA*^b^	Endoribonuclease (RNase H); digestion of RNA in DNA-RNA hybrids	↑	NO	–	–
*ΔrppH*	RNA pyrophosphohydrolase; hydrolysis of 5′-triphosphate mRNA end, prior to degradation by RNase E	↑	NO	–	–
*ΔsrmB*	RNA helicase; assembly of the 50S ribosomal subunit	↑	–	–	–
*ΔybaK*^a^	Cys-tRNAPro and Cys-tRNACys deacylase; tRNA editing	↑	YES	YES	YES
*ΔyobF*^a^	stress-induced peptide; in operon with ribosome-associated CspC	↑	YES	YES	NO
*rof*	transcription antiterminator; interaction with Rho terminator protein	↑	NO	–	–
*yedV*	histidine kinase; in operon with yedW which confers drug resistance	↑	NO	–	–
*yheS*	ABC-F protein; mediation of antibiotic resistance via ribosomal protection	↓	–	–	–

a Originally identified by Engl et al. (2016).^15^

b Also identified in *Salmonella enterica* serovar Typhimurium by Hughes et al. (2020).^18^

We next assessed the requirement of *rtcR*, *rtcB* and *rtcA* for transcriptional activation of *rtcBA* expression under these inducing conditions. RtcR-dependent induction of *rtcBA* was only observed in the *gor*, *yobF*, *ybaK* and *mazF* mutants (Table S1 and Figures S1C–S1F). Induction of *rtcBA* in the *rof* mutant was RtcR-dependent in rich medium but RtcR-independent in minimal medium. The phenotypes for the *hfq* and *rof* mutants therefore illustrate that the Rtc system is sensitive to the multilevel effects of external growth conditions. This is consistent with its role in supporting essential basic cellular processes such as translation which needs to occur in response to a wide range of growth conditions. Remarkably, RtcR-dependent transcriptional activation of *rtcBA* expression in those mutants strictly required the presence of a catalytically active form of RtcB (Table S1 and Figures S1C–S1F), suggesting that generation of the *rtcBA* inducing signal which acts on RtcR requires the ligase activity of RtcB. In contrast, the requirement for *rtcA* was dependent on the inducing conditions and was only observed in the *ybaK* and *mazF* mutants (Table S1 and Figures S1E and S1F).

In summary, our data suggest that regulated induction of the Rtc system has novel interdependencies and relies to varying degrees not only on the action of the transcriptional activator RtcR but also on the actions of RtcB and RtcA. These interdependencies create a feed forward mechanism for *rtcBA* expression when RtcR activates the *rtcBA* promoter.

### The RtcRAB proteins interact

Having established that an intact *rtcBA* locus is essential for full RtcR-dependent transcription activation, we tested whether RtcA and RtcB directly interact with RtcR. Such regulatory complexes are involved in other σ^54^-dependent adaptive strategies of bacteria, such as PspA-PspF and HrpV-HrpRS that control respectively the transcription of a membrane stress response in *E*. *coli*^22^ and virulence factor secretion in the plant pathogen *Pseudomonas syringae*.^23^ We investigated the physical interactions between the Rtc proteins (Figure S2) through a combination of *in vitro* and *in vivo* methods, using microscale thermophoresis (MST; Figure 2A), gel filtration chromatography (Figure 2B), bacterial two-hybrid analysis (Figures 2C and S3) and protein crosslinking (Text S1 and Figure S4).

**Figure 2:**
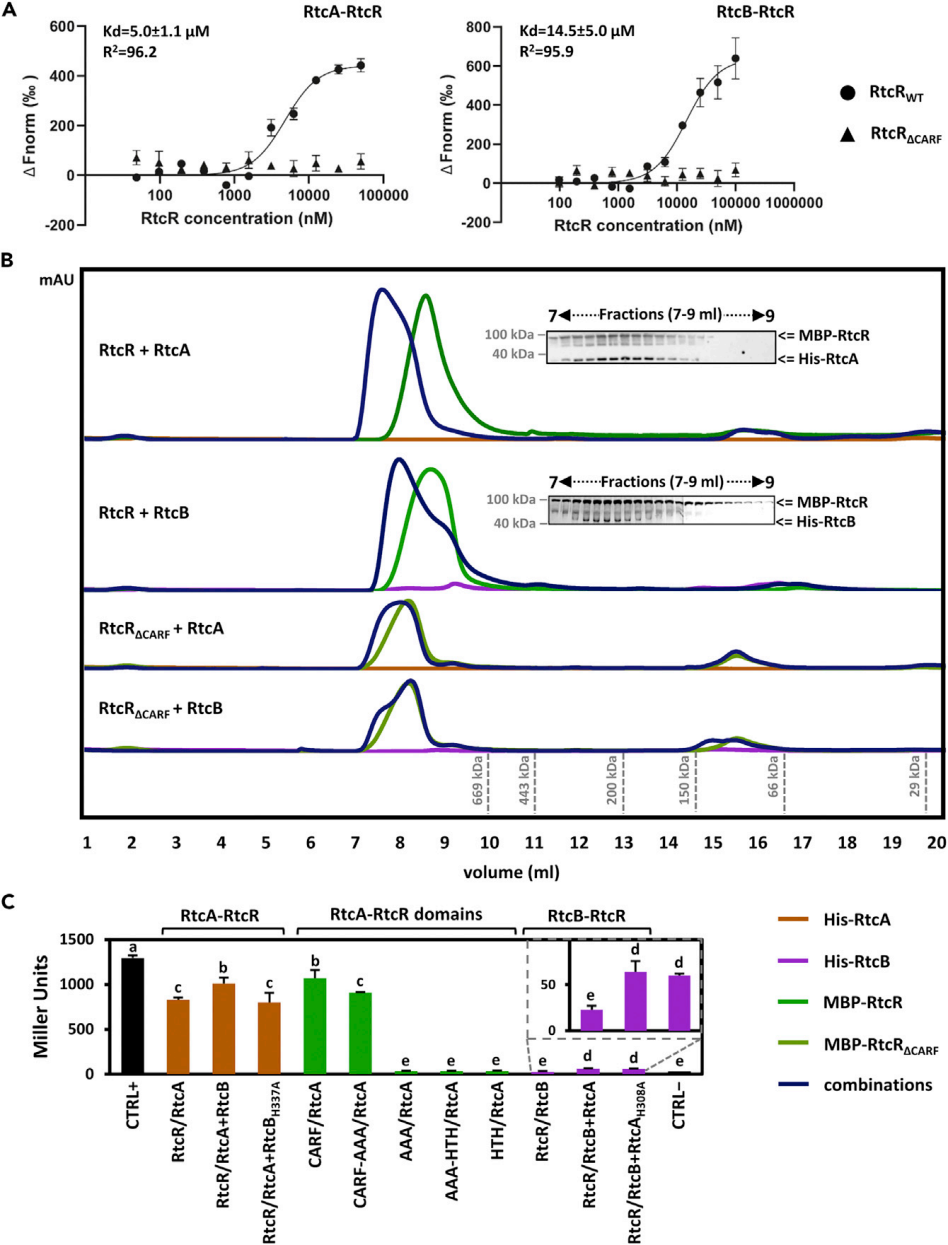
The RtcRAB proteins interact via the RtcR CARF domain (A and B) Rtc proteins were overexpressed and purified (Figure S2A), and their physical interactions were investigated using (A) MST and (B) gel filtration chromatography. (A) Changes in thermophoresis (y axis of graph) of fluorescently labeled RtcR_WT_ and RtcR_ΔCARF_ was used to quantify their binding to RtcA or RtcB in titration experiments. RtcR_WT_, but not RtcR_ΔCARF_, interacts *in vitro* with RtcA (left) and RtcB (right), as shown by MST. The dissociation constant (Kd) of RtcA and RtcB with RtcR is in the μM range. (B) Alterations in the fractionation and apparent molecular weight of RtcR_WT_ and RtcR_ΔCARF_ were used to show their complex formation with RtcA or RtcB. The peak of MBP-RtcR, but not MBP-RtcR_ΔCARF_, potentially forming a hexamer, shifts towards a higher molecular weight in the presence of His-RtcA and His-RtcB, as shown by gel filtration chromatography. Co-localization of MBP-RtcR with His-RtcA and His-RtcB was confirmed with SDS-PAGE and immunoblotting. The proteins were present at equimolar concentrations (20 μM). (C) Pairwise combinations of N-terminal and C-terminal T18/T25 fusions between full length or truncated Rtc proteins (Figures S2B–S2D) were assessed for *in vivo* physical interactions as indicated by elevated β-galactosidase activity in bacterial 2-hybrid assays. RtcR interacts *in vivo* with RtcA via its CARF domain, as shown by bacterial two-hybrid analysis (*N* = 3). In trans RtcA or RtcB influences the interactions of RtcR with respectively RtcB and RtcA, as shown by bacterial three-hybrid analysis (*N* = 3). Data are shown as mean and error bars represent standard deviation from the mean. *N* represents total number of independent biological replicates, with 3 technical replicates each. ANOVA ∗ p-value < 0.05; ∗∗ p-value < 0.01; ∗∗∗ p-value < 0.001; ∗∗∗∗ p-value < 0.0001.

For MST and gel filtration chromatography, N-terminally tagged Rtc proteins (Figure S2A) were over-expressed and purified using affinity chromatography. Changes in thermophoresis or the apparent molecular weight of RtcR in the presence of RtcA or RtcB were interpreted as evidence of direct physical interactions between the purified proteins. Pairwise binding experiments via MST showed that purified RtcR physically interacts with both RtcA and RtcB *in vitro* (Figure 2A). The dissociation constant (Κd value) of RtcR for RtcA was approximately 5 μM, suggesting that the interaction between the two proteins is moderately weak and hence transient. The interaction between RtcR and RtcB was even weaker with a dissociation constant of 14.5 μΜ (Figure 2A). Such weak and transient interactions are often observed within signaling pathways, allowing for readily reversible regulatory outputs in response to dynamic signal input and as such they enable fast and balanced adaptation under fluctuating conditions.^24^ Gel filtration confirmed the direct interaction of RtcR with RtcA and RtcB *in vitro* (Figure 2B). The elution profile of MBP-RtcR (103 kDa as a monomer) further showed that RtcR self-assembles into apparent hexamers, heptamers or other higher order complexes (Figure 2B), similar to other AAA + transcription activators such as PspF.^25^ The profile shifted to higher molecular weight species comprising both interaction partners (Figure 2B) when MBP-RtcR was mixed together with either His-RtcA or His-RtcB. No evidence for an interaction was detected between His-RtcB and His-RtcA.

We next performed a bacterial two-hybrid assay that reveals protein-protein interactions via a simple *lacZ* reporter gene readout to test whether RtcR-RtcA-RtcB interactions also occur *in vivo*. N-terminal or C-terminal fusions of Rtc proteins with the T18 or T25 domains of adenylate cyclase (Figure S2B) were constructed and introduced as pairs into *E*. *coli* cells; interaction between the protein pairs tested would result in functional complementation between T18 and T25 and subsequent cAMP-dependent expression of a chromosomal *lacZ* reporter gene, which was quantified using β-galactosidase assays. Each protein pair tested was considered to interact if the β-galactosidase assay output was significantly higher than the T18 and T25 domains on their own. The self-association of RtcR as well as the interaction between RtcR and RtcA but not between RtcR and RtcB was confirmed (Figures 2B, S3A, S3C, and S3D). In addition, RtcA did specifically interact with RtcR but not with other AAA + transcription activators such as HrpS (Figures S2D and S3B). In further agreement with the *in vitro* experiments, we did not detect an *in vivo* interaction between RtcA and RtcB (Figures 2B and S3A). Note that the *in vitro* interaction between RtcR and RtcA was moderately weak, whereas the interaction between RtcR and RtcB was even weaker, as shown by MST (Figure 2A). We therefore hypothesized that the pairwise interactions might be strengthened in presence of the third Rtc protein in a tripartite two-hybrid assay, instead of a traditional two-hybrid assay that only tests pairwise interaction. Indeed, ectopic expression of RtcB *in trans* from a pBAD18 cm plasmid significantly affected and almost always increased the interaction of RtcR with RtcA, whereas an interaction between RtcR with RtcB was detectable in the presence of RtcA (Figures 2C, S3C, and S3D). More specifically, out of the six pairs tested and deemed functional (pairs including the RtcR-T18 fusion were never observed to be functional), presence of RtcB significantly increased the RtcR-RtcA interaction in four cases and decreased the interaction in one case (Figure S3C). Similarly, presence of RtcA significantly increased the RtcR-RtcB interaction in four cases (Figure S3D). Notably, catalytic mutants of RtcA and RtcB showed the same outcome in tripartite two-hybrid assays as their wild-type versions; therefore, neither RNA end healing by RtcA nor RNA end sealing by RtcB is required for the formation of the RtcRAB complex (Figures 2C, S3C, and S3D).

In summary, we conclude that RtcRAB together can form a transient complex *in vivo* in which RtcA and RtcB mutually facilitate their attachment to RtcR without directly binding to each other. We speculate that the physical interactions between RtcR, RtcA and RtcB provide a basis by which RtcA and RtcB impact on the ability of RtcR to activate the *rtcBA* promoter.

### RtcRAB complex formation is mediated via the RtcR CARF domain

We next sought to identify the determinants for the formation of the RtcRAB complex. We therefore subjected truncated versions of RtcR (Figures S2A and S2C) to the same *in vitro* and *in vivo* assays as full-length RtcR earlier. Lack of the CARF domain (RtcR_ΔCARF_) prevented the physical interaction of RtcR with both RtcA and RtcB, as shown by MST (Figure 2A), gel filtration chromatography (Figure 2B), bacterial two-hybrid analysis (Figures 2C and S3F) and protein crosslinking (Text S1 and Figure S4). Moreover, the CARF domain on its own could bind to RtcA (Figure S3G) and RtcB (Figure S3H); the latter interaction was abolished in the presence of RtcA (Figure S3H), as shown by two-hybrid assays. This contrasts the observation with full-length RtcR and indicates that domains of RtcR other than CARF help stabilizing the RtcRAB complex. RtcR could still self-assemble in absence of its CARF domain (Figure S3E), however it appears to form larger oligomers during gel filtration chromatography than full-length RtcR (Figure 2B). We speculate that the absence of the N-terminal regulatory domain, which traditionally controls self-assembly of AAA + enhancer binding proteins^26^ (Bush & Dixon, 2012), leads to increased self-assembly of the RtcR protein.

In summary, a range of independent *in vitro* and *in vivo* protein-protein interaction data provide clear evidence that the direct physical interaction of RtcA and RtcB with RtcR occur through its CARF domain. This novel tripartite protein complex is essential for signaling and transcription regulation.

### RtcA and RtcB are not sufficient for RtcR-dependent transcription activation in vitro

We established an *in vitro* transcription assay using purified components to measure RtcR activity at a test promoter to determine whether protein-protein interactions between RtcR, RtcA and RtcB are sufficient for RtcR-dependent activation of the σ^54^–RNA polymerase holoenzyme and subsequent *rtcBA* expression. When RtcR is present in an active form, i.e., either lacking its CARF domain or potentially bound by an activating ligand, the σ^54^ RNA polymerase holoenzyme adds radioactive ribonucleotides to a primer dinucleotide (at −1,+1 transcription initiation site) resulting in the specific labeled template dependent synthesis of a short primed (sp) RNA molecule which is then visualized by urea-PAGE. The wild-type *rtcBA* promoter proved to be very weak *in vitro* and so a hybrid test promoter containing the *E*. *coli rtcBA* upstream activation sequence (UAS) for RtcR binding, the *rtc* integration host factor (IHF) binding site, and the *Sinorhizobium meliloti nifH* −24/-12 DNA σ^54^ binding site (instead of that from the *rtcBA* promoter) was constructed for *in vitro* transcription assays.

Purified RtcR_ΔCARF_ was constitutively active for stimulating transcription *in vitro* (Figures 3 and S5) whereas the full length RtcR lacked such activity, consistent with the N-terminal CARF domain having a repressive effect on RtcR activity.^8^ In addition, when added *in trans* the CARF domain was able to repress the activity of RtcR_ΔCARF_ (Figure 3A), illustrating that the CARF domain does not have to be contiguous with the RtcR central catalytic domain to repress transcription activation by RtcR. The full-length purified RtcR was unable to activate transcription from the test promoter (i) alone, (ii) in the presence of purified RtcA and/or RtcB (Figure S5A), and (iii) under a range of conditions chosen to reflect potential inducing conditions *in vivo* (Table S3). The latter included substitution of magnesium by manganese, which is an essential co-factor for RtcB (Figure S5B).

**Figure 3:**
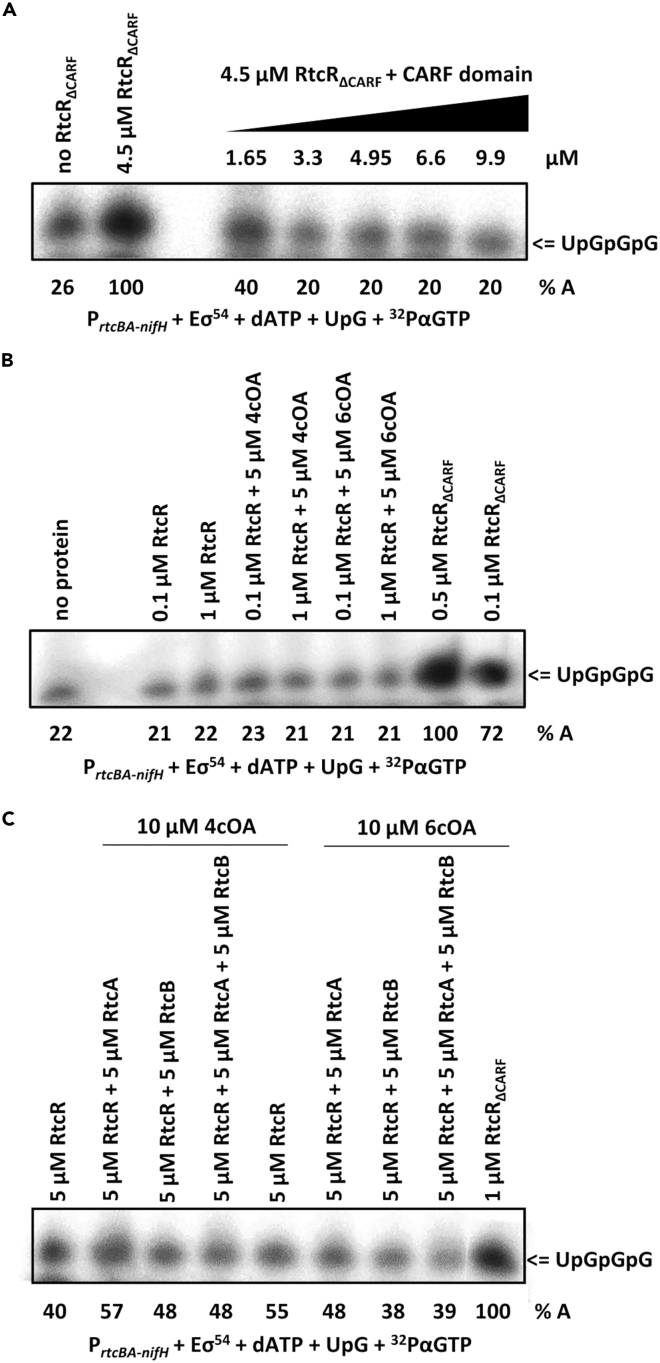
The RtcR CARF domain is repressive, and RtcR is not activated by RtcAB or oligoadenylates *in vitro* The transcriptional activity of purified RtcR and its CARF deletion variant was measured in an *in vitro* transcription assay leading to synthesis of radioactive RNA UpGpGpG following extension of UpG by addition of radioactive GTP from the super-coiled P_*rtcBA-nifH*_ hybrid promoter template. (A–C) The RtcR_ΔCARF_ variant, in the presence of in trans CARF domain, (B) full length RtcR and cyclic tetra/hexa (4/6) adenylates (cOA), or (C) full length RtcR, RtcA and/or RtcB and cOA. The UpGpGpG was separated from unincorporated GTP by electrophoresis on a 20% (w/v) urea-PAG. In panels (A–C), the %A is percentage of transcription activity versus that seen with the RtcR_ΔCARF_ variant.

Thus, although essential *in vivo*, RtcA and RtcB are not sufficient for transcriptional activation by RtcR *in vitro*. This is consistent with an additional requirement of ligand binding to the RtcR CARF domain to release its inhibitory effect on RtcR activity. Consequently, we next added a range of potential ligands to our *in vitro* assays to assess their ability to stimulate RtcR-dependent transcription activation.

### Oligoadenylates are not a signal for *RtcR-dependent transcription activation*

CARF domains responsible for the modulation of CRISPR-Cas systems are activated by cyclic oligoadenylate nucleotides (cOAs) generated by the Palm domain of oligoadenylate synthetases when interacting with their nucleic acid targets; subsequent cOA binding by CARF domains regulates downstream nucleases and other effectors.^4^^,^^5^ We tested in our *in vitro* transcription assay whether RtcR responds to the same ligands (cyclic or linear oligoadenylates) that stimulate the activity of other CARF-dependent protein systems.^4^^,^^5^ Purified RtcR bound cOAs very weakly *in vitro* and neither cyclic nor linear oligoadenylates were sufficient to alleviate the repressive effect of the CARF domain on RtcR activity *in vitro* (Figures 3B and 3C), suggesting that they are unlikely the true physiological ligands of RtcR.

Recently, Hughes et al. (2020)^18^ reported that the RtcR CARF domain in *Salmonella enterica* serovar Typhimurium binds tRNA fragments and proposed that this interaction may lead to RtcR activation. We explored this possibility for our *E*. *coli* Rtc system by performing an electrophoretic mobility shift assay (EMSA) using purified *E*. *coli* RtcR protein and tRNA fragments and by adding similar tRNA fragments to the *in vitro* transcription assay. Fragments of tRNAs stably bound the RtcR CARF domain, consistent with the findings of Hughes et al. (2020),^18^ but not the full length RtcR, as shown by EMSA (Figure S5C) and they were not sufficient to activate RtcR for *in vitro* transcription.

In summary, we conclude that any small molecule ligand that is recognized by the RtcR CARF domain acts as the activating signal for RtcR-dependent transcription activation and is novel as compared to other CARF-dependent proteins; we further propose that it is an RNA that contains a 2′,3′-cyclic P at its 3′ terminus based on the conservation of the CARF domain and its ability to recognize cyclic nucleic acid molecules.

### The Rtc system is induced under conditions of elevated *in vivo* hydrogen peroxide formation

Induction of the Rtc system in cells lacking the glutathione reductase *gor* (Table 1) links *rtcBA* expression to oxidative stress. We further investigated the basis of this observation using the *E*. *coli* hydroperoxidase mutant Hpx-, a MG1655 strain reported to lack the genes encoding catalases KatE and KatG and the alkyl hydroperoxide reductase components AhpC and AhpF (Text S2). Hpx- is therefore unable to detoxify H_2_O_2_ species within the cell.^27^

In Hpx- we observed the strongest induction of the *rtcBA* promoter to date as compared to the wild-type. This was confirmed using the P_*rtcBA*_-*lacZ* reporter plasmid and β-galactosidase assays as well as when measuring *rtcBA* mRNA levels directly in absence of P_*rtcBA*_-*lacZ* (Figures 4A and 4D). The induction was evident in all growth media under aerobic conditions, but not under microaerobic conditions, consistent with the aerobic formation of hydrogen peroxide during respiration (Figure 4A). Notably, *rtcBA* mRNA levels were not increased in presence of P_*rtcBA*_-*lacZ* (Figure 4D). We infer that this is because of multi-copy inhibition where RtcR is titrated away from the sole native chromosomal *rtcBA* promoter through binding to multiple copies of P_*rtcBA*_-*lacZ* introduced into the cells via the reporter plasmid. Multi-copy inhibition has been reported for other bacterial enhancer binding proteins, for example the NifA transcriptional activator.^28^ Subsequently, Hpx- strains with and without P_*rtcBA*_-*lacZ* were designated as Hpx-[RtcOFF] and Hpx-[RtcON], respectively (Figure 4D). In line with a prominent growth-determining role for Rtc under oxidative stress, normal growth of Hpx- was only observed when expression of chromosomal *rtcBA* was increased (compare Hpx-[RtcON] and Hpx-[RtcOFF] in Figures 4E–4G). To confirm that these observations are specific to the presence of P_*rtcBA*_-*lacZ*, we next measured the effect of another reporter plasmid, P_*hrpL*_-*lacZ.*^29^ The *hrpL* promoter is σ^54^-dependent (similar to P_*rtcBA*_) but not linked to Rtc and not found in *E*. *coli* bacteria. Indeed, in contrast to P_*rtcBA*_-*lacZ*, we neither observed activation of the *hrpL* promoter (Figure S6A), nor a Hpx- specific growth defect in presence of P_*hrpL*_-*lacZ* (Figure S6B).

**Figure 4:**
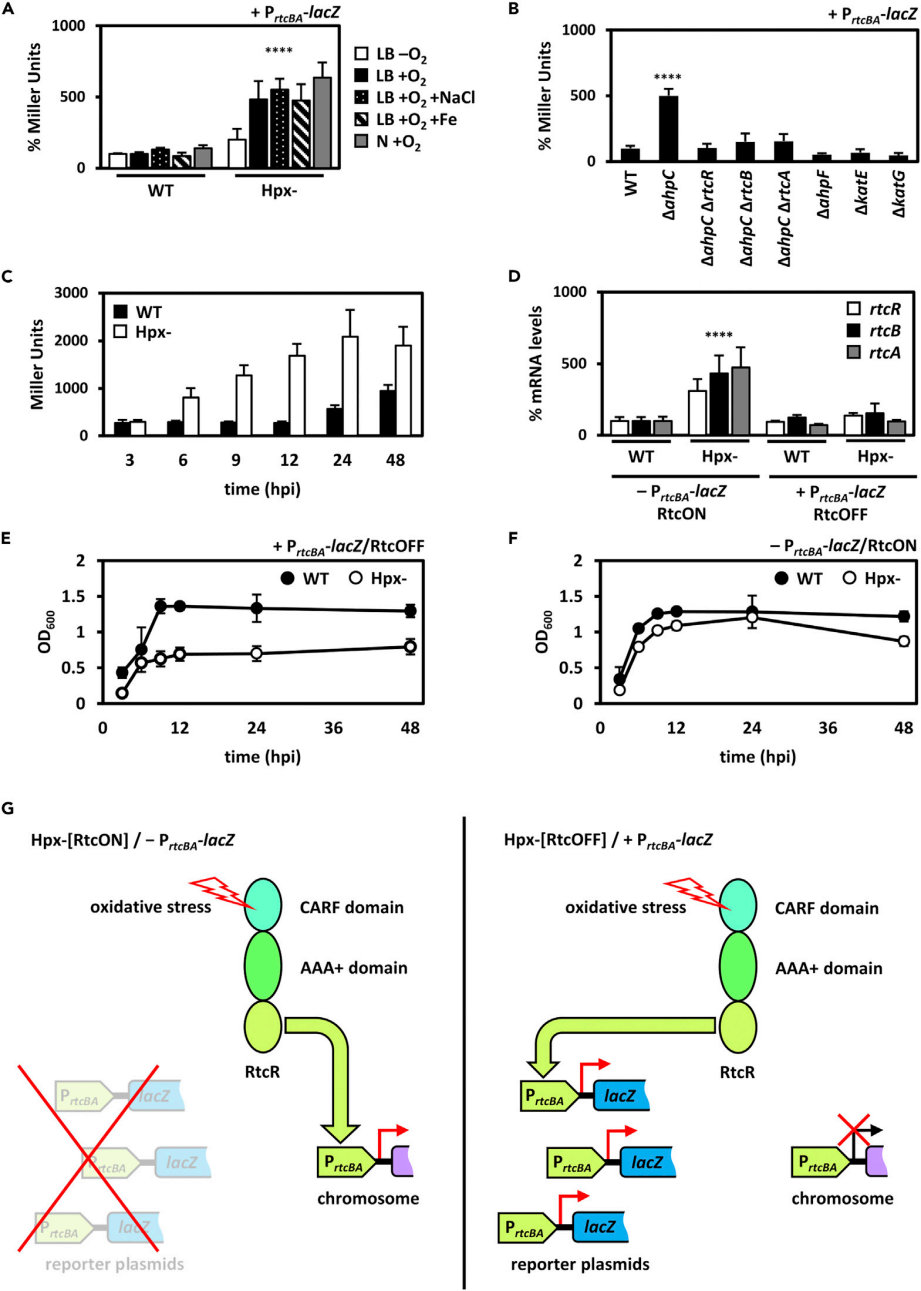
The Rtc system is induced in the Hpx- strain The transcriptional activation of the Rtc system in the Hpx- strain was assessed using β-galactosidase assays with cells harbouring a plasmid-encoded P_*rtcBA*_-*lacZ* reporter and RT-qPCR. In parallel, the growth of the Hpx- stain was monitored. (A) The *rtcBA* promoter activity is induced in LB broth, LB broth supplemented with extra 5 g/L NaCl, LB broth supplemented with 50 μM Fe-citrate and nutrient broth, after 24 h under aerobic but not anaerobic conditions (*N* = 5). (B) The *rtcBA* promoter activity is induced in the Hpx- strain because of gene deletion Δ*ahpC*; RtcR, RtcB and RtcA are required for *rtcBA* promoter activity in the gene deletion mutants Δ*ahpC* (*N* = 4). (C and D) The *rtcBA* promoter activity is induced and (D) the *rtc* mRNA levels are increased, as shown by β-galactosidase reporter assays and RT-qPCR, respectively (*N* = 3). (E) The presence of the P_*rtcBA*_-*lacZ* reporter plasmid leads to inhibited growth of the Hpx- compared to the wild-type (*N* = 3). (F) In the absence of the P_*rtcBA*_-*lacZ* reporter plasmid, the inhibitory growth effect is not as evident (*N* = 3). (G) Proposed model of the molecular events occurring in the Hpx- cells in the absence (left) and presence (right) of the P_*rtcBA*_-*lacZ* reporter plasmid: absence does not interfere expression of the chromosomal Rtc genes (left), leading to normal cell growth; presence interferes with expression of the chromosomal Rtc genes (right), leading to impaired cell growth. In panels (A, B, and D), β-galactosidase activity or mRNA levels of the wild-type strain is set as 100%. Data are shown as mean and error bars represent standard deviation from the mean. *N* represents total number of independent biological replicates, with 3 technical replicates each. ANOVA ∗∗∗∗ p-value < 0.0001.

We next determined whether the increased *rtcBA* promoter activity in Hpx- is attributed to the loss of a single peroxidase gene or a combination of them. We found that the deletion of *ahpC*,^30^ but not of *ahpF*, *katE* or *katG*, leads to the strong Rtc induction seen in the Hpx- background (Figure 4B). Moreover, and in line with our proposal of a regulatory RtcRAB complex, induction of *rtcBA* expression in the *ahpC* mutant is dependent on all three *rtc* genes (Figure 4B). Notably, the induction of *rtcBA* expression seems specific and closely linked to the action of glutathione reductase Gor and peroxidase AhpC rather than being part of a general response to oxidative stress given that we found no effect on *rtcBA* expression or growth in cells lacking master regulators of oxidative stress *fur*, *oxyR*, and *iscR* (Figures S6C and S6D and Table S5).

### The RtcR CARF domain is not a direct target of oxidative stress

Oxidative damage can occur to many cellular components, and so we next investigated whether the CARF domain of RtcR itself is affected by oxidative stress. We reasoned that this might lead to loss of CARF domain function and hence de-repression of the transcriptional activation by RtcR. Cysteine residues are most susceptible to oxidation, hence we assessed the presence, conservation and significance of cysteines in the CARF domain of RtcR *in silico* and *in vivo*. The *E*. *coli* RtcR CARF domain contains four cysteine residues, Cys32, Cys34, Cys91 and Cys122. Homologous CARF domains were identified using Pfam, within the family designated as RtcR (PF06956). In total, 314 bacterial CARF domain sequences generated by searching the sequence database of reference proteomes with the family hidden Markov model were assessed. The majority of these sequences contained one (35%) or two (44%) cysteines (Figure S6E), with only 17 sequences (5%) having four cysteine residues, including the *E*. *coli* RtcR CARF domain. Cysteine residues Cys34 and Cys122, but not Cys32 and Cys91, were conserved (Figure S6F). A structural model of the RtcR CARF domain was constructed using i-Tasser and visualized by Chimera (Figure S6G); however, COPA prediction of oxidation-susceptible sites indicated that none of these cysteine residues were likely susceptible to redox-mediated regulation. In line with this, cysteine to alanine substitutions, either individually or in combination, within full-length RtcR did not result in a loss of the CARF-mediated repression of transcriptional activation under non-inducing conditions (Figure S6H). In addition, the simultaneous replacement of all cysteine residues with alanine did not prevent transcriptional activation by RtcR under inducing conditions (Figure S6I). Similar to wild-type RtcR, the quadruple mutant had approximately 2-fold higher activity under inducing oxidative stress conditions as compared to non-inducing conditions, indicating that the cysteine residues are not used to sense the stress signal. Mutations C32A and C122A were predicted to cause structural perturbations according to Missense3D analysis (classified as ‘buried / exposed switch’ and ‘buried H-bond breakage’, respectively) and all mutations were predicted to decrease protein stability as assessed by Duet; however, structure comparison of the mutated with wild-type CARF domains revealed an RMSD ≤0.01 in all cases (Table S6). Therefore, both the site-directed mutagenesis and the bioinformatics analysis suggest that the cysteine residues have little effect on the CARF domain and are not involved in its inhibitory function.

Overall, our results indicate that the RtcR CARF domain senses a molecular signal generated (indirectly or directly) by oxidative stress rather than being a direct chemical target of oxidative stress. In addition, the Hpx- strain provides us with a *background leading to high Rtc induction*, *which can be utilized to further investigate the physiological signal for RtcR-dependent transcription activation*, *the cell conditions when the Rtc system is required and so it can help identify targets of the RtcB ligase*.

### The physiological signal for RtcR-dependent transcription activation

To better understand the cell states associated with *rtcBA* induction, and to help identify pathways or genes that might generate potential physiological signaling molecules that support RtcR-dependent transcription activation via the CARF domain, we used *RNA sequencing* to investigate the *global gene expression profile of selected mutants that induce the Rtc system via RtcR* (Figures 5 and S7–S10, and Tables S7–S12 and Text S3). 

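RNA from the wild-type and from the strain labelled Hpx-, each without and with the reporter plasmid P_rtcBA-lacZ, was sequenced at 8 and 24 h postinoculation (hpi), with 2 replicates of each group and 16 libraries in all. The label Hpx- stands for a lack of enzymes that remove hydrogen peroxide. According to the paper, the strain was reported to lack the genes of KatE, KatG, AhpC and AhpF. The labels of the libraries name deletions of katE, katG and ahpC only. The labels call the plasmid-bearing cultures treated with an inhibitor of Rtc, which was read as carrying P_rtcBA-lacZ, so that Hpx- libraries without the plasmid are Hpx-[RtcON] and those with it are Hpx-[RtcOFF]. rtcA, rtcB and rtcR were not analysed here. The names ON and OFF thus follow the labels and the paper, and the state of rtcBA in these libraries was not checked. Hpx-[RtcON] was compared with the wild-type without the plasmid, and Hpx-[RtcOFF] with the wild-type carrying it.

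The libraries were depleted of ribosomal RNA. The authors trimmed the reads, mapped them to the MG1655 genome with Bowtie 2, counted them with HTSeq and deposited whole-number counts without normalization. The same IDs are listed in each library. Dataset S1 pairs 1998 of them with a gene symbol and the RefSeq gene table of assembly ASM584v2 a further 20, and 2526 IDs had no name here. The 337 IDs that start with EBT, none of them named here, held 46.5% to 62.3% of the counts at 8 hpi and 90.3% to 96.5% at 24 hpi. The other IDs together held 3066910 to 4864635 counts per library at 8 hpi and 217218 to 764353 at 24 hpi. At 8 hpi the total counts of replicates 1 and 2 were 9918799 and 8580364 in the wild-type, 9664236 and 8685409 in the wild-type with the plasmid, 7859994 and 8661723 in Hpx-[RtcON], and 9209773 and 7803916 in Hpx-[RtcOFF]. At 24 hpi they were 9071997 and 7953447 in the wild-type, 7559311 and 6834991 in the wild-type with the plasmid, 7240195 and 6140314 in Hpx-[RtcON], and 6115997 and 8178553 in Hpx-[RtcOFF]. A gene at 3 counts, the smallest level taken as detectable, stood at 0.302 to 0.384 CPM at 8 hpi, without TMM scaling, and at 0.331 to 0.491 at 24 hpi. Such floors cover counting error only.

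Differential expression was tested with edgeR's quasi-likelihood test in 1 fit to all 16 libraries after TMM normalization, over the 4359 IDs with enough counts, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The biological coefficient of variation was 0.196. The TMM factors of the Hpx-[RtcOFF] libraries at 8 hpi were 3.48 and 3.55, against 1.60 to 2.14 in the other 8 hpi libraries and 0.237 to 0.704 at 24 hpi, so the scaling weighs on every comparison with Hpx-[RtcOFF] at 8 hpi. With library totals alone in place of TMM, the median log2 fold change of all tested IDs in Hpx-[RtcOFF] against the wild-type with the plasmid moved from -0.11 to 0.93.

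Of the genes that the labels name as deleted, ahpC was read in every library. It kept counts in all Hpx- libraries, from 114 in an Hpx-[RtcON] library at 24 hpi to 11294 in an Hpx-[RtcOFF] library at 8 hpi. At 8 hpi it stood at 236 ± 24.4 CPM (SD, n = 2) in Hpx-[RtcON] against 723 ± 163 in the wild-type, a log2 fold change of -1.62 (standard error 0.38, adjusted p = 0.00375, edgeR), and at 251 ± 142 CPM in Hpx-[RtcOFF] against 630 ± 35.6, a log2 fold change of -1.32 (standard error 0.38, adjusted p = 0.0064, edgeR). At 24 hpi the log2 fold changes were -2.58 and -2.71. With the replicate number as a block, the 8 hpi values were -1.59 (adjusted p = 0.0016, edgeR) and -1.42 (adjusted p = 0.00161). The change in Hpx-[RtcOFF] at 8 hpi was no longer past the threshold with library totals alone (-0.29) or with DESeq2 on the compared groups (-1.28). With a library left out, the 8 hpi values of ahpC were -1.83 to -1.36 in Hpx-[RtcON] and -2.06 to -0.83 in Hpx-[RtcOFF]. ahpF was higher in the libraries labelled Hpx-, by a log2 fold change of 2.33 in Hpx-[RtcON] and 3.70 in Hpx-[RtcOFF] at 8 hpi, and of 3.77 and 4.10 at 24 hpi (adjusted p at most 3.67e-06, edgeR). katE and katG were not analysed here. lacZ, which the plasmid carries, was higher in the wild-type with the plasmid than without it, by a log2 fold change of 7.41 at 8 hpi (standard error 0.47, adjusted p = 8.59e-08, edgeR) and of 5.12 at 24 hpi (standard error 0.45, adjusted p = 1.2e-05), and in Hpx-[RtcOFF] than in Hpx-[RtcON], by 5.20 at 8 hpi (standard error 0.43, adjusted p = 4.61e-08) and by 5.24 at 24 hpi (standard error 0.45, adjusted p = 7.65e-07). With the block these 4 lacZ values were 7.43, 5.12, 5.21 and 5.26.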

We found that a common set of genes was differentially expressed in *E*. *coli cells lacking gor* or *mazF* (Figure 5A), indicating that similar pathways are affected (Tables S7–S8). The *srmB* mutant showed differential expression of a substantially smaller set of genes that were also distinct from those found in Δ*gor* and Δ*mazF* (Text S3 and Dataset S1). 

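Of the 54 ribosomal protein genes in the reference, 7 could be named among the IDs (rpsA, rpsB, rpsT, rplT, rplY, rpmF and rpmI). A test of the whole set was therefore void, and the 5S, 16S and 23S rRNA genes were not analysed here. At 8 hpi, 2 of the 7 genes were lower in the libraries labelled Hpx-[RtcON] than in the wild-type past the threshold and 1 was higher. rpsB stood at 77.1 ± 9.73 CPM (SD, n = 2) against 147 ± 47.8 in the wild-type, a log2 fold change of -0.93 (standard error 0.32, adjusted p = 0.0364, edgeR). rpsA stood at 229 ± 1.98 CPM against 394 ± 41.9, a log2 fold change of -0.78 (standard error 0.27, adjusted p = 0.0396). rplY rose from 15.3 ± 4.50 to 26.4 ± 1.24 CPM, a log2 fold change of 0.79 (standard error 0.22, adjusted p = 0.0109). The remaining 4 genes were not separated from the wild-type by the test over all IDs, with log2 fold changes of -0.80 for rpmI (adjusted p = 0.0566, edgeR), -0.73 for rplT (0.0878), -0.44 for rpmF (0.159) and 0.47 for rpsT (0.293). Adjusted over these 7 genes alone, 5 passed. With the replicate number as a block, the same calls were made, with adjusted p-values of 0.0363 for rpsB, 0.04 for rpsA and 0.011 for rplY (edgeR). The deviations of same-numbered wild-type and Hpx-[RtcON] libraries from their group means correlated at 0.27 across genes, and genes are not independent replicates. The choice of wild-type libraries moved rpsB most: against the wild-type carrying the plasmid its log2 fold change was -0.53 and did not pass. Against all 4 wild-type libraries rpsB did not pass either (-0.73). With a library left out rpsB lay between -1.23 and -0.55. rpsA lost its call against the wild-type carrying the plasmid (-0.66) and with DESeq2's size factors in edgeR (-0.76). It also did so with library totals alone (-0.69) and without the IDs that start with EBT (-0.71). At 24 hpi, 1 of the 7 genes was higher in Hpx-[RtcON] and 3 were lower.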

When comparing the transcriptome of Hpx-[RtcON], Hpx-[RtcOFF] and wild-type cells (Figure 5B), a differential effect on ribosome constituents was observed: the abundance of transcripts encoding ribosomal proteins was significantly decreased in Hpx-[RtcON] (Figures 5C, S9A, and S9B and Tables S9–S11), whereas no changes were detected in the levels of ribosomal RNA (Figures 5D and S7C). Conversely, the abundance of ribosomal RNAs was significantly decreased and nucleotide metabolism was affected in Hpx-[RtcOFF] cells (Figures 5D and S7C and Table S9), whereas the abundance of transcripts encoding ribosomal proteins was significantly increased (Figures S9A and S9B) as compared to both Hpx-[RtcON] and wild-type. 

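Among the same 7 ribosomal protein genes at 8 hpi, 2 were higher in the libraries labelled Hpx-[RtcOFF] than in the wild-type with the plasmid past the threshold and none was lower. rpsT rose from 11.1 ± 1.78 to 81.7 ± 19.8 CPM (SD, n = 2 per group), a log2 fold change of 2.88 (standard error 0.33, adjusted p = 1.16e-06, edgeR), and rplY from 10.9 ± 0.374 to 44.9 ± 8.78 CPM, a log2 fold change of 2.04 (standard error 0.22, adjusted p = 6.43e-07). For rpsB (0.57, adjusted p = 0.129), rpsA (0.17, 0.603), rpmF (0.04, 0.902), rplT (-0.08, 0.844) and rpmI (-0.30, 0.399) the log2 fold change was not past the threshold. Compared with Hpx-[RtcON], 4 of the 7 genes were higher in Hpx-[RtcOFF] and none was lower: rpsT with a log2 fold change of 1.88 (adjusted p = 9.44e-05, edgeR), rpsB with 1.10 (0.00844), rpsA with 0.84 (0.0169) and rplY with 0.76 (0.00595). rplT (0.33), rpmF (0.16) and rpmI (-0.08) were within the error. With the replicate number as a block the calls were the same in both comparisons, with 2.89 for rpsT and 2.05 for rplY against the wild-type with the plasmid. Same-numbered libraries deviated from their group means with a correlation of -0.11 between the wild-type with the plasmid and Hpx-[RtcOFF], and of 0.01 between Hpx-[RtcON] and Hpx-[RtcOFF]. The direction of the small changes depended on the scaling. With library totals alone, rplT was higher by 0.97 and rpmI by 0.74 against the wild-type with the plasmid, where all tested IDs had a median of 0.93. Against Hpx-[RtcON], rplT (1.14), rpmF (0.97) and rpmI (0.73) were then also higher past the threshold, where all tested IDs had a median of 0.82. At 24 hpi, 1 of the 7 genes was higher in Hpx-[RtcOFF] than in the wild-type with the plasmid and 3 were lower, and with the block 1 was higher and 4 were lower. The 5S, 16S and 23S rRNA genes were not analysed here.

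For nucleotide metabolism, 10 of the 24 genes of purine and pyrimidine biosynthesis could be named, too few for a test of the set. In Hpx-[RtcOFF] at 8 hpi, 6 of the 10 were higher than in the wild-type with the plasmid and 1 was lower. pyrC rose from 2.33 ± 1.01 to 13.9 ± 3.27 CPM (SD, n = 2), a log2 fold change of 2.57 (standard error 0.34, adjusted p = 5.49e-06, edgeR). pyrF (2.19), purE (2.05), pyrD (1.83), carA (1.72) and purB (1.23) were also higher, with adjusted p-values from 4.02e-07 for pyrF to 0.00244 for purE. pyrH was lower, with a log2 fold change of -1.21 (standard error 0.26, adjusted p = 0.000831), and only -0.16 with library totals alone. purT (0.40), purK (0.36) and carB (-0.08) were not past the threshold, but with library totals alone they were higher past it (1.43, 1.39 and 0.95), where all tested IDs had a median of 0.93. Against the wild-type without the plasmid, pyrD (0.76) did not pass. The block left these calls as they were, 6 higher and 1 lower. Adjusted over the 10 genes alone, 7 passed. Compared with Hpx-[RtcON], 7 of the 10 were higher in Hpx-[RtcOFF], while pyrF alone was higher in Hpx-[RtcON] than in the wild-type, and with the block pyrC was too (log2 fold change 0.97, adjusted p = 0.0394, edgeR). At 24 hpi, 2 of the 10 were higher and 1 was lower in Hpx-[RtcOFF] than in the wild-type with the plasmid. None passed in Hpx-[RtcON] against the wild-type at that time. From the changes of ribosomal RNA and of ribosomal protein transcripts in the Hpx- strains, the paper states a differential effect on ribosome constituents.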

The expression patterns of ribosomal genes observed in Hpx-[RtcOFF] were similar to those in Δ*rtcA* and Δ*rtcB* cells (Figures 5D and S7C), indicating that lack of RtcAB leads to defective ribosomes and confirming the association between Rtc and the ribosome.^15^^,^^16^ Strikingly, transcriptome analysis indicates that there are often common groups of genes whose expression levels are concomitantly affected in *E*. *coli* strains that induce *rtcBA*, and these appear to link the Rtc system to both the translation apparatus and cell wall metabolism (glyceraldehyde-3-P synthesis), even though all of the exact regulatory pathways linking these gene sets are not known. We considered that the activating ligand for RtcR is generated by known *E*. *coli* nucleotide cyclases (such as adenylate, diguanylate and GTP 3′,8′-cyclases), but we found no link between *rtcAB* inducing conditions and increased abundance of nucleotide cyclase transcripts (Figure S10).

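Of 15 nucleotide cyclase genes listed from the reference, 13 could be named. None of the 13 is an adenylate cyclase gene, a class that the paper also considered. At 8 hpi the median log2 fold change of the 13 in the libraries labelled Hpx-[RtcON] against the wild-type was 0.33 (quartiles -0.27 and 0.72), with 9 genes above 0 and 4 below. limma's rotation test fry gave an adjusted p of 0.00674 over the 6 set tests. It asks whether the genes of a set change on average in 1 direction, without regard to other genes. limma's camera, which compares the set with all other genes and allows for correlation between genes, gave an adjusted p of 0.633. In Hpx-[RtcOFF] against the wild-type with the plasmid the median was -0.58 (fry adjusted p = 0.0609, camera 0.765, limma), with 8 genes below 0 and 5 above. In Hpx-[RtcOFF] against Hpx-[RtcON] it was -0.69 (fry adjusted p = 0.00199, camera 0.633, limma), with 11 genes below 0 and 2 above. With the replicate number as a block, the medians were 0.34, -0.58 and -0.63 and the fry adjusted p-values 0.00157, 0.00467 and 0.000551 (limma). Library totals alone moved all IDs in Hpx-[RtcOFF] upward: the median of the set was then 0.45 against the wild-type with the plasmid and 0.10 against Hpx-[RtcON], while all tested IDs had medians of 0.93 and 0.82. Relative to all tested IDs the set lay at -0.48 against the wild-type with the plasmid under both scalings. Against Hpx-[RtcON] it lay at -0.70 with TMM and at -0.72 with library totals. A change of scaling shifts all IDs nearly alike, so this agreement does not decide on scaling.

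Past the threshold for single genes, 4 cyclase genes were higher in Hpx-[RtcON] than in the wild-type and 2 were lower, and the block gave the same numbers. Adjusted over the 13 genes alone, 6 passed. moaA, the gene of the GTP 3′,8′-cyclase, stood at 102 ± 1.91 CPM (SD, n = 2) in Hpx-[RtcON] against 29.4 ± 0.254 in the wild-type, a log2 fold change of 1.80 (standard error 0.20, adjusted p = 2.11e-06, edgeR). In Hpx-[RtcOFF] it stood at 48.3 ± 0.26 CPM against 34.5 ± 2.43 in the wild-type with the plasmid, a log2 fold change of 0.49 (standard error 0.19, adjusted p = 0.0381), and it was lower than in Hpx-[RtcON] by a log2 fold change of -1.08 (standard error 0.19, adjusted p = 0.000156). With the block the 3 values for moaA were 1.80, 0.49 and -1.08. dosC (0.86), ydaM (0.85) and dgcZ (0.72) were the other genes higher in Hpx-[RtcON], and yaiC (-1.30) and ycdT (-0.99) were lower. yeaJ (0.53), yeaP (0.38), yegE (0.33), yneF (0.33), yedQ (0.24), yeaI (-0.27) and yliF (-0.36) were not past the threshold. Against the wild-type with the plasmid, ydaM (0.67) lost its call and yeaJ (0.93) passed as higher. yeaJ also passed against all 4 wild-type libraries (0.73). With library totals alone, dgcZ (0.81) lost its call. Under the other alternatives the calls of ydaM, yeaJ and dgcZ did not change. In Hpx-[RtcOFF], yeaJ (2.38) and yeaP (2.22) were higher besides moaA, and yaiC (-2.45), ycdT (-1.72), yeaI (-1.27), yedQ (-0.91), dosC (-0.72), ydaM (-0.71) and yegE (-0.58) were lower. dgcZ (0.26), yneF (0.10) and yliF (-0.11) were not past the threshold. With DESeq2's size factors in edgeR, ydaM (-0.66) and yegE (-0.53) lost their calls, which left 3 higher and 5 lower. ydaM also lost its call with DESeq2 on all libraries (-0.66). Against the wild-type without the plasmid, ydaM (-0.53) and yeaI (-0.96) lost theirs. Under library totals alone, where all IDs had a median of 0.93, 5 of the 13 were higher past the threshold and 1 was lower: dgcZ (1.30) and yneF (1.14) were then higher, ycdT (-0.68) and yeaI (-0.26) lost their calls, and dosC (0.32), ydaM (0.33), yedQ (0.13), yegE (0.45) and yliF (0.91) were above 0 without passing.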

**Figure 5:**
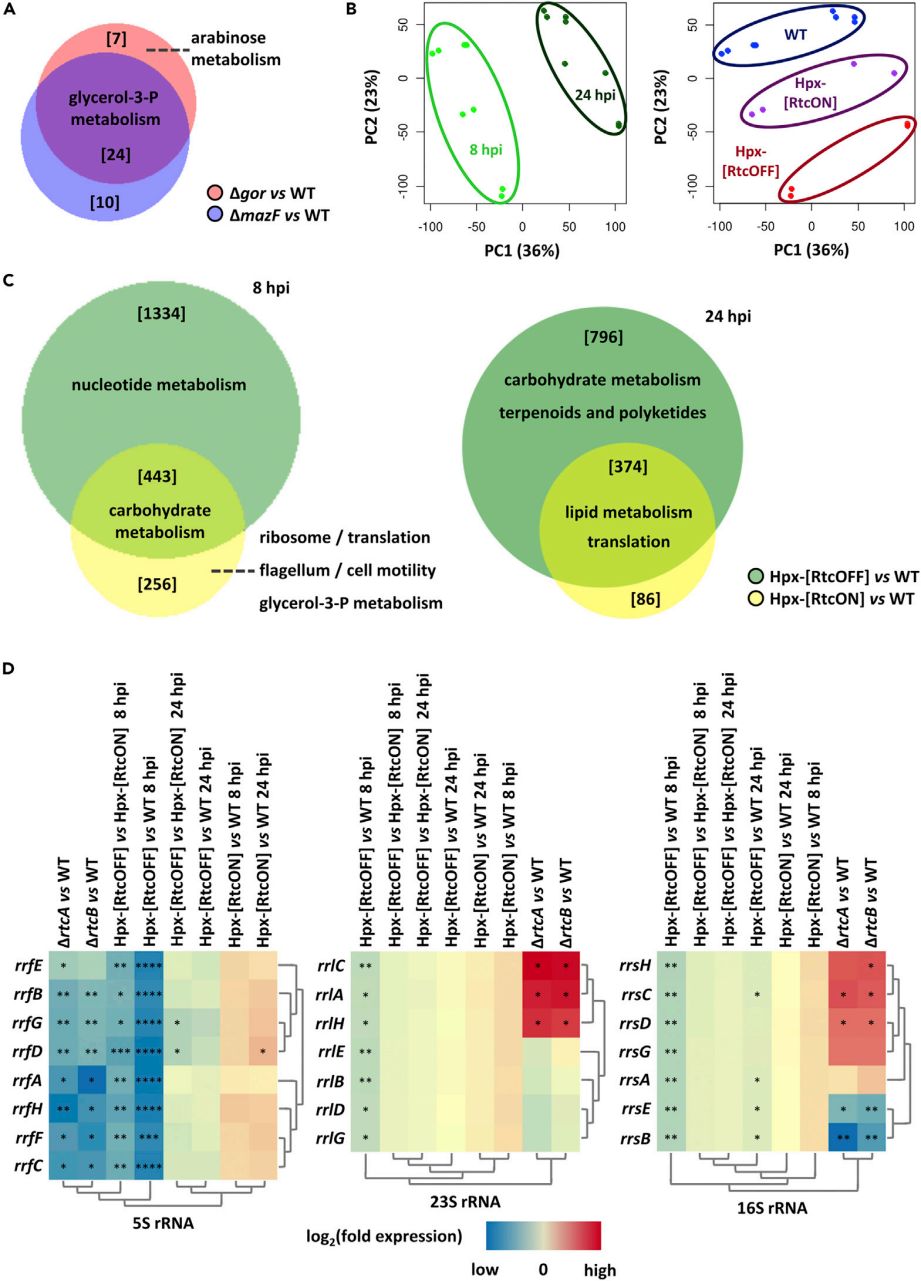
Transcriptome profiling of *E*. *coli* cells under Rtc-inducing conditions Transcriptome profiling of *E*. *coli* wild-type cells, cells lacking *gor*, *mazF* or *srmB*, and Hpx-[RtcON] and Hpx-[RtcOFF] cells was performed by NGS and followed by differential gene expression analysis. Transcriptome profiling of *E*. *coli* cells lacking *rtcA* or *rtcB* was described previously by Engl et al. (2016).^15^ (A) Venn diagram of the genes differentially expressed in cells lacking *gor* or *mazF* compared to the wild-type and associated GO terms (Tables S7 and S8). (B) Principal component analysis of the transcriptional profiling of the wild-type, Hpx-[RtcON] and Hpx-[RtcOFF] strains. (C) Venn diagram of the genes differentially expressed in Hpx-[RtcON[ and Hpx-[RtcOFF] as compared to wild-type cells at 8 and 24 hpi, and associated GO terms and KEGG pathways. (D) Heat maps of 5S (left; log_2_fold expression ±5), 23S (left; log_2_fold expression ±7) and 16S (left; log_2_fold expression ±6) ribosomal (r) RNA abundance levels in a range of mutants, as shown by NGS; rows and columns have been grouped based on a hierarchical clustering algorithm. Limma/DESeq2 ∗ adjusted p-value < 0.05; ∗∗ adjusted p-value < 0.01; ∗∗∗∗ adjusted p-value < 0.0001.

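Principal components were computed from log2 CPM values (TMM, prior count 2) of the 4359 tested IDs in all 16 libraries. PC1 held 36.8% of the variance and PC2 held 23.3%. PC1 separated the time points: the 8 hpi libraries had scores from 9.64 to 59.5 and the 24 hpi libraries from -60.3 to -14.4. Along PC2 at 8 hpi, the wild-type libraries with and without the plasmid lay between 12.0 and 17.9, the libraries labelled Hpx-[RtcON] at -21.9 and -18.8, and those labelled Hpx-[RtcOFF] at -59.8 and -63.3, so the gaps between strains were larger than those between replicates. At 24 hpi the scores on PC2 were 31.3 to 38.8 in the wild-type groups, 9.41 and 2.63 in Hpx-[RtcON], and -25.4 and -23.3 in Hpx-[RtcOFF]. The choice of the 500 most variable IDs moved the shares most, to 45.1% and 27.9%.

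**Figure D1:**
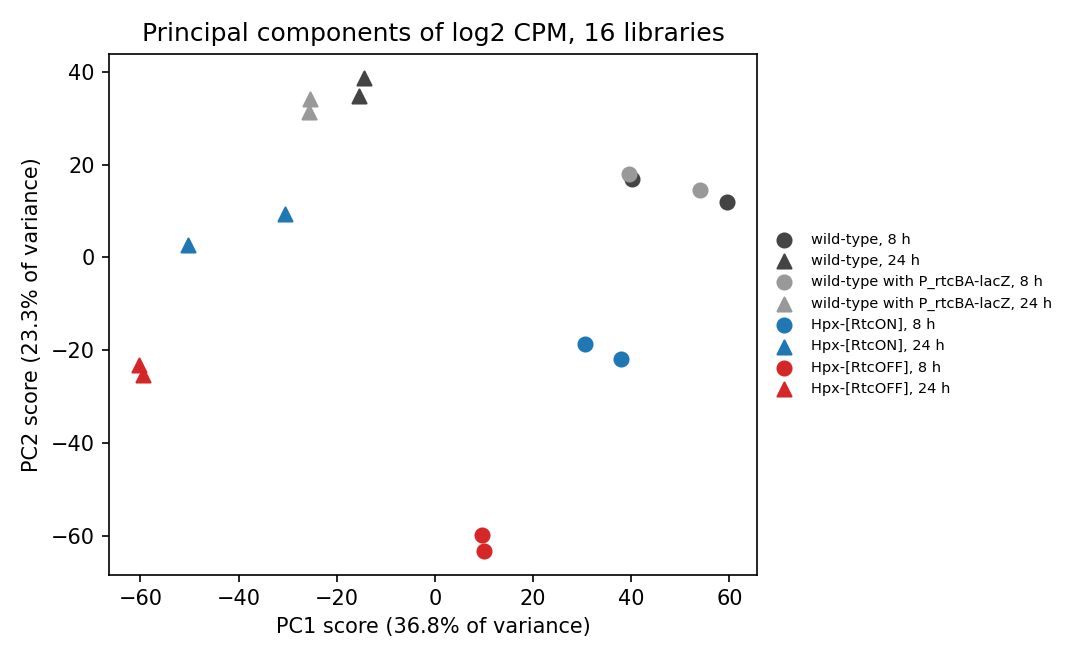
Scores of the 16 libraries on PC1 (horizontal) and PC2 (vertical), in units of log2 CPM, with the percentage of variance on each axis. Each point is 1 library, with circles at 8 hpi and triangles at 24 hpi; the 8 hpi libraries lie to the right, and the Hpx-[RtcOFF] libraries lie lowest on PC2 at each time.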

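At 8 hpi, 1232 of the 4359 tested IDs differed between the libraries labelled Hpx-[RtcON] and the wild-type, 625 higher and 607 lower, and 2498 between those labelled Hpx-[RtcOFF] and the wild-type with the plasmid, 1216 higher and 1282 lower (edgeR, all adjusted). Of these, 906 were shared, 326 were called in Hpx-[RtcON] only and 1592 in Hpx-[RtcOFF] only, and 83.4% of the shared IDs changed in the same direction. At 24 hpi, 1364 IDs differed in Hpx-[RtcON], 548 higher and 816 lower, and 1770 in Hpx-[RtcOFF], 757 higher and 1013 lower. At that time 964 were shared, 400 were called in Hpx-[RtcON] only and 806 in Hpx-[RtcOFF] only, and 94.9% of the shared IDs changed in the same direction. Hpx-[RtcOFF] differed from Hpx-[RtcON] in 2146 IDs at 8 hpi (1126 higher, 1020 lower) and in 890 at 24 hpi (276 higher, 614 lower). With library totals alone, 2115 were higher and 460 lower at 8 hpi, and 982 higher and 229 lower at 24 hpi. Among the alternatives, library totals alone turned the majority direction at 24 hpi. It was kept with DESeq2's size factors in edgeR (283 higher, 547 lower) and without the IDs that start with EBT (263 and 558). At 24 hpi, 2 IDs that start with EBT held 84.9% and 86.5% of the counts in Hpx-[RtcON], and 68.8% and 74.2% in Hpx-[RtcOFF]. With the replicate number as a block the counts were 1323, 2589 and 2218 at 8 hpi and 1364, 1789 and 873 at 24 hpi. Same-numbered libraries were correlated at 0.27 for the wild-type and Hpx-[RtcON] at 8 hpi and at 0.20 at 24 hpi, and at -0.11 and -0.05 for the wild-type with the plasmid and Hpx-[RtcOFF], so the pairing had little hold in the latter. With the numbers of Hpx-[RtcOFF] at 8 hpi crossed, the count was 2639. Among the alternatives, fitting the compared groups alone with DESeq2 moved the 24 hpi count of Hpx-[RtcON] most, to 492.

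In Hpx-[RtcON] at 8 hpi the largest named rise was that of pspA, from 63.4 ± 5.90 CPM (SD, n = 2) in the wild-type to 8390 ± 249, a log2 fold change of 7.05 (standard error 0.46, adjusted p = 5.71e-09, edgeR; with the block 7.05). The largest named fall was that of prpD, with a log2 fold change of -6.83 (standard error 0.63, adjusted p = 2.96e-07; with the block -6.59). prpD also differed between the wild-type replicates, at 129 and 30.8 CPM, and against the wild-type with the plasmid its log2 fold change was -2.54. In Hpx-[RtcOFF], yeaR (8.49, adjusted p = 1.02e-09, edgeR) and yoaG (7.43, 4.15e-11) rose most among named genes, from 0 and 4 counts of yeaR and 7 counts of yoaG in each wild-type library with the plasmid, and with the block their values were 8.47 and 7.43. yoaG was also higher in Hpx-[RtcOFF] than in Hpx-[RtcON], by 3.69. At 24 hpi grxA (4.96, adjusted p = 1.22e-07, edgeR) and ybaT (4.36, 8.7e-07) rose most in Hpx-[RtcON], with 4.90 and 4.31 under the block, and in Hpx-[RtcOFF] against Hpx-[RtcON] hicA was higher (5.43, 2.65e-08) and yebV lower (-5.79, 1.75e-06), with 5.43 and -5.75 under the block. Larger changes fell on unnamed IDs. EBT00001514669 rose from 2.46 ± 0.381 to 6269 ± 9.31 CPM in Hpx-[RtcON] at 8 hpi, a log2 fold change of 11.31, and by 10.02 in Hpx-[RtcOFF]. EBT00001514675 fell in Hpx-[RtcOFF] at 8 hpi from 1640 ± 44.2 CPM to 0.249 ± 0.045, a log2 fold change of -12.62.

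For the flagellum and motility genes, 48 of 50 were named and 47 tested. At 8 hpi their median log2 fold change was -1.08 in Hpx-[RtcON] (fry adjusted p = 0.00183, camera 0.627, limma), with 44 genes below 0, 26 lower past the threshold and 1 higher. In Hpx-[RtcOFF] it was -0.55 (fry adjusted p = 0.0374, camera 0.765, limma), with 36 genes below 0, 11 lower and 1 higher. Over the alternatives the median in Hpx-[RtcOFF] ranged from -1.45 to 0.48, the highest under library totals alone. In Hpx-[RtcOFF] against Hpx-[RtcON] it was -0.37 (fry adjusted p = 0.0749, camera 0.765, limma), with 35 genes below 0. With the replicate block the medians were -1.09, -0.55 and -0.37 and the fry adjusted p-values 0.00139, 0.0206 and 0.0499 (limma). With library totals alone, the medians in Hpx-[RtcOFF] were 0.48 against the wild-type with the plasmid and 0.44 against Hpx-[RtcON], lower than the medians of all tested IDs by 0.45 and 0.38. Under that scaling 10 genes were higher and 1 lower past the threshold in Hpx-[RtcOFF] against the wild-type with the plasmid, with 35 above 0, 5 were higher and 1 lower against Hpx-[RtcON], and 1 was higher and 11 lower in Hpx-[RtcON]. At 24 hpi most of these genes lay on the other side: 37 of 47 were above 0 in Hpx-[RtcON] (median 1.00, 12 higher and 3 lower past the threshold) and 39 in Hpx-[RtcOFF] (median 0.65, 12 higher and 2 lower). With the block the medians were 0.99 and 0.64. Under library totals alone they were 0.33 and 0.19, with 1 higher and 4 lower in Hpx-[RtcON] and 6 higher and 3 lower in Hpx-[RtcOFF]. The sets were not tested at 24 hpi, nor was the difference between the times. At 24 hpi these genes also lay higher in the wild-type with the plasmid than without it, 36 of 47 above 0 (median 0.62). None of them passed the threshold in that comparison. At 8 hpi the same genes also lay lower in the wild-type with the plasmid than in the wild-type without it, 44 of 47 below 0 (median -0.81). Of these, 4 were lower past the threshold and 9 with the block, and 22 passed when adjusted over the 47 genes alone. Against the wild-type with the plasmid the median in Hpx-[RtcON] was -0.25 (fry adjusted p = 0.518, limma, against 0.000144 to 0.627 over its alternatives).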

To gain insight into potential regulatory pathways and feedback loops that might impact on RtcAB production, we examined cells lacking *rtc*^15^ for the expression of all genes whose deletion or overproduction modulates the Rtc system (Figure S11). In total, 10 out 17 of these genes were found to have significantly altered abundance in Δ*rtcA* and Δ*rtcB* and this number was significantly higher than that expected by chance, suggesting that there may be several feedback loops in place to modulate Rtc expression, with some acting through RtcR (Text S3).

### Rtc-inducing conditions correlate with loss of tRNA integrity

Given the RNA repair capability of RtcAB and the absence of a clear cellular target to date, we searched for cleaved RNAs within the transcriptomes (Text S4). Loss of RNA integrity was evident when comparing Hpx-[RtcOFF] to wild-type at exponential (Figure 6A) and stationary phase (Figure S12D). Comparisons of Hpx-[RtcON] and Hpx-[RtcOFF] to wild-type, as well as Hpx-[RtcOFF] to Hpx-[RtcON], revealed damaged transcripts which appear to be repaired by the Rtc system. In total, 55 transcripts were identified, when comparing Hpx-[RtcOFF] to Hpx-[RtcON], including protein-coding, tRNA-coding and ncRNA-coding genes together with pseudogenes, but not rRNA-encoding genes (Figure S12C and Dataset S2). The tRNAs (Figure 6B) were the only group statistically overrepresented (p-value < 0.05), suggesting that Rtc-inducing conditions correlate with loss of tRNA integrity. Therefore, it is likely that tRNA hydrolysing events resulting from a range of stresses take place during Rtc-inducing conditions. However, there was no obvious specific tRNA cleavage site (Figure 6B) apart from the anticodon stem-loop within tRNA^fMet^ cleaved by the ribotoxin VapC^15^^,^^31^ and used for validation purposes (Figure S12A). This suggests that the tRNA damage caused by oxidative stress is not strongly localized. Damaged RNAs were also identified when comparing cells lacking *gor*, *mazF* or *srmB* to wild-type (Figure S12B). All such damaged RNAs are in principle sources of molecules containing 3′-P or 2′,3′-cyclic P termini, and so may produce CARF domain binding ligands relevant to the activation of RtcR.

**Figure 6:**
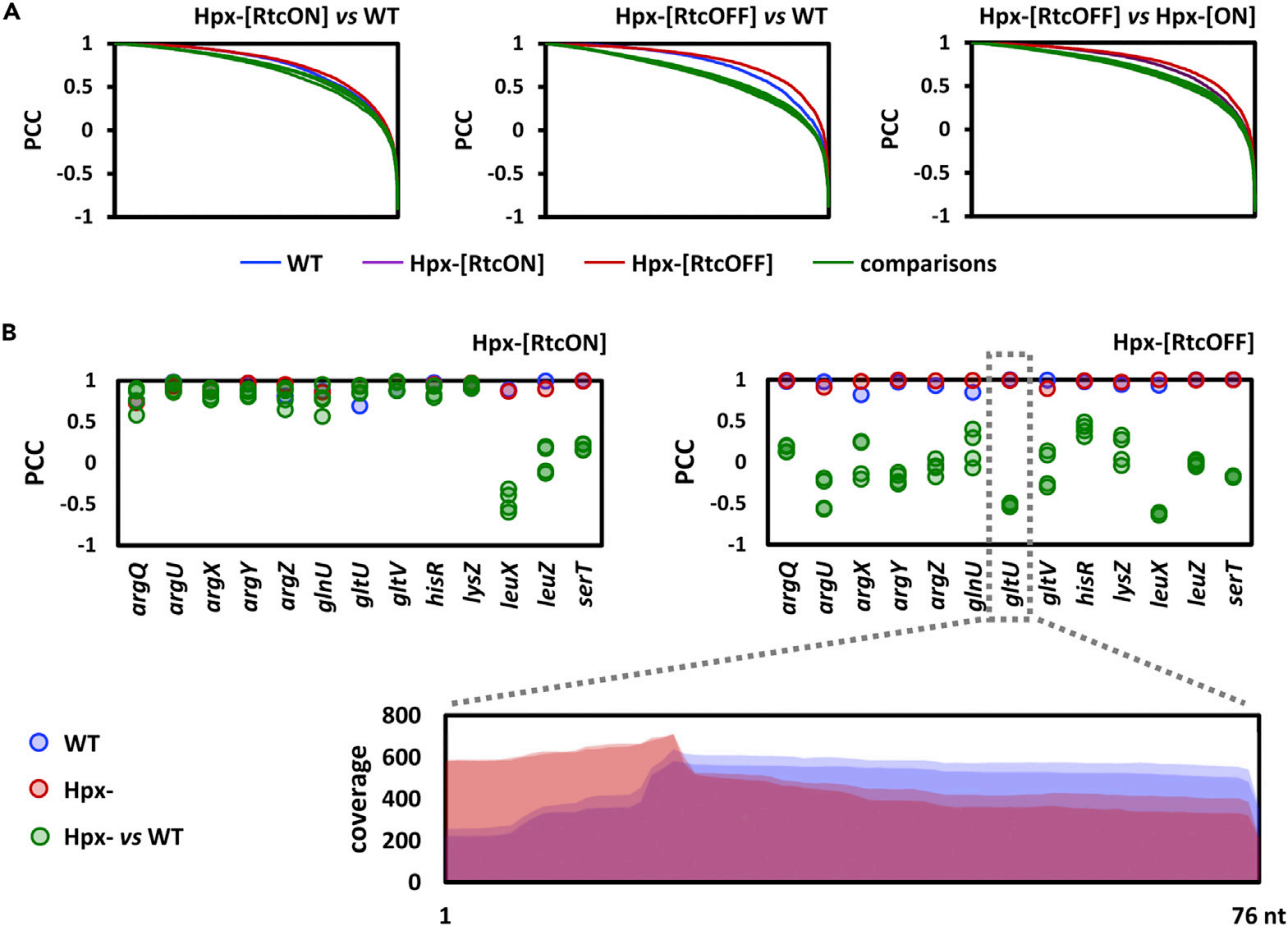
tRNAs are cleaved under oxidative stress Damaged RNAs in transcriptomes of *E*. *coli* Hpx-[RtcON] and Hpx-[RtcOFF] cells were identified by pairwise calculation of the Pearson’s Correlation Coefficient (PCC) for each individual gene. (A) Globally, more transcripts are damaged in Hpx-[RtcOFF] than Hpx-[RtcON] cells compared to wild-type cells 8 h post-inoculation, as illustrated by plotting PCC values of all genes in descending order from high to low. (B) More tRNAs are damaged in Hpx-[RtcOFF] (top right) than Hpx-[RtcON] (top left) compared to wild-type cells, as illustrated by plotting PCC values of pairwise comparisons for selected tRNAs. Distribution of all reads mapped to *gltU* in Hpx-[RtcOFF] and wild-type cells reveals no obvious cleavage sites (bottom).

### The tmRNA *ssrA* is a target of the RtcB ligase

To directly identify RNA targets of the RtcB ligase with 3′-P or 2′,3′-cyclic P termini, we performed *in vitro* RtcB-mediated ligation reactions and RNA sequencing on purified total RNA from the Hpx- and wild-type strain. The adapter sequence was then detected in the reads, allowing us to pinpoint where RtcB-mediated ligation had taken place (Figure S13A). Sixty-eight unique RNAs were found to be RtcB targets in at least one of the eight samples investigated, with half of them identified more than once in a total of 252 ligation events (Dataset S2). Outcomes with the total RNA ligations reflect the paucity of ligatable termini in cellular RNA and not the efficiency of the ligation reaction since, when using an *in vitro* constructed RNA with a 3′-P terminus, 70% of the ends were successfully ligated. No sequence specificity was identified in either the 5′ terminus of the adaptor or the 3′ terminus of the target RNA (Figure S13B). More than 80% of the RtcB ligation targets are non-protein coding RNAs (Figure 7A), whereas only 6% of the termini correspond to protein-coding RNAs (Figure 7A).

**Figure 7:**
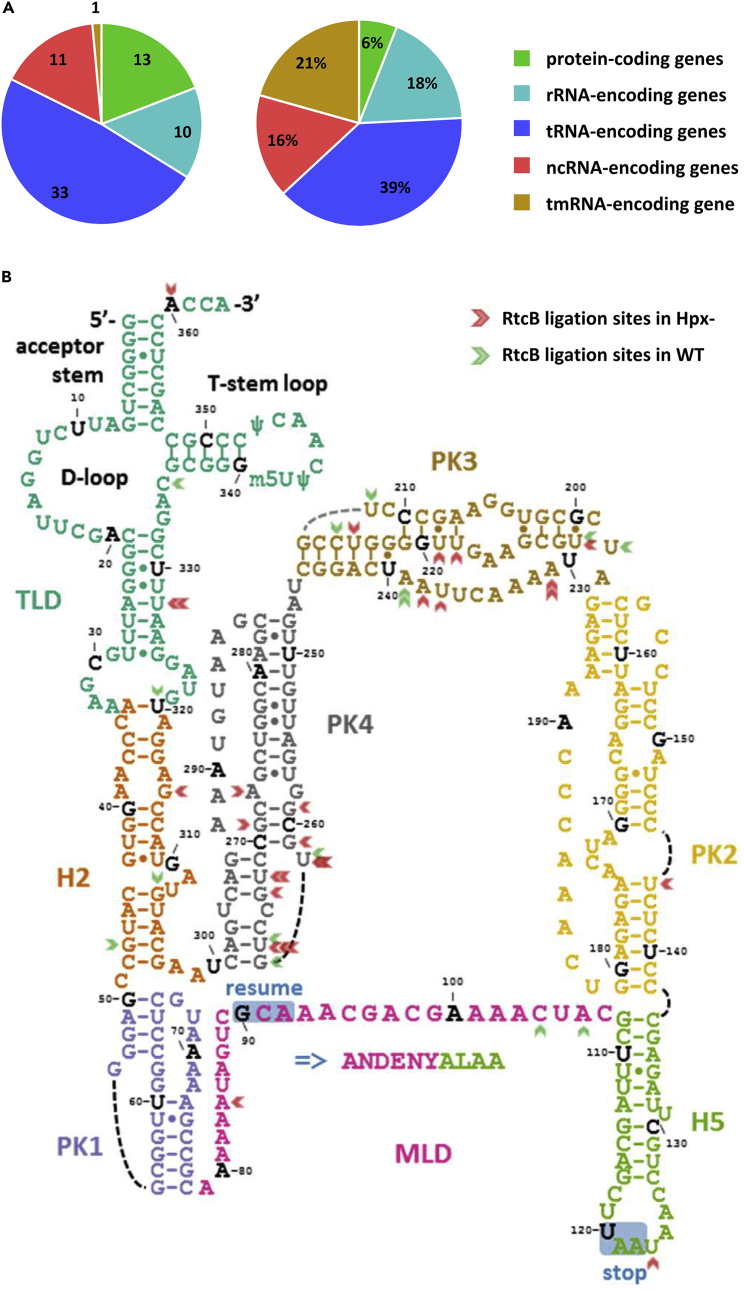
RtcB-mediated repair targets the tmRNA *ssrA* under oxidative stress Targets of the RtcB ligase, including the tmRNA *ssrA*, were identified by RtcB mediated ligation using an adapter and followed by NGS. (A) Number of genes whose RNA is an RtcB ligase target (left) and events of RtcB-mediated ligations (right). (B) Ligation events for *ssrA* in wild-type (green arrows) and Hpx- cells (red arrows). Different colours indicate distinct *ssrA* structural domains, including the tRNA-like domain (TLD), the mRNA-like domain (MLD), helices 2 (H2) and 5 (H5), and pseudoknots 1 (PK1), 2 (PK2), 3 (PK3) and 4 (PK4). The nucleotides of the open reading frame (ORF) are shown in a larger font, whereas the resume and stop codons are highlighted. Ligation events were significantly more abundant in PK3 (p-value < 0.01) for wild-type cells, and in both PK3 (p-value < 0.01) and PK4 (p-value < 0.0001) for Hpx- cells.

The most frequently identified RtcB target was *ssrA* (Figure 7A), a transfer-messenger (tm) RNA that helps the ribosome overcome translation problems, such as broken mRNA or absence of the appropriate tRNA.^32^ There was a statistically significant abundance of ligation events in pseudoknots (PK) 3 and 4, as compared to the rest of the *ssrA* domains (Figure 7B); the former are particularly exposed when the tmRNA is in complex with the 30S ribosomal subunit.^33^ There was also a statistically significant increase of the ligation events in Hpx- when compared to the wild-type *E*. *coli* (Figure S13C). Notably, *ssrA* was the only small RNA whose abundance significantly increased in *E*. *coli* cells lacking *rtcB* or *rtcA* as compared to the wild-type, as illustrated by NGS and confirmed by RT-qPCR amplification (Figures S13D and S13E). If the Rtc system plays a role in tmRNA maintenance, then lack of RtcA/RtcB enzymatic activities might well stimulate tmRNA expression to compensate for the damaged molecules that cannot be repaired. No significant changes were observed in *E*. *coli* cells lacking *gor*, *mazF* or *srmB*, where the Rtc system is induced (Table 1); in contrast, the abundance of *ssrA* was significantly reduced in Hpx-[RtcOFF] compared to Hpx-[RtcON] cells 8 h post-inoculation (Figure S13E). Taken together, we conclude that *in vivo* RtcB only acts on a small number of mostly non-protein-coding RNAs, in particular on *ssrA*, the tmRNA involved in the rescue of stalled ribosomes.

### RtcB increases translation elongation speed but has no effect on translation fidelity

Given that *ssrA* is a target of RtcB ligation (Figures 7 and S14), and that *rtcBA* promoter activity is repressed by the ribosome-protecting ABC-F proteins YheS^34^ and its paralogs EttA (formerly YjjK), Uup, YbiT and (Figures S14A–S14C), we tested whether RtcB impacts ribosome function. Indeed, the speed of translation elongation was reduced by approximately 50% in cells lacking *rtcB* (4.7 aa/s) compared to wild-type (9.9 aa/s) (Figure 8A). However, translation was equally accurate in both strains (Figure 8B). Thus RtcB acts rather specifically to maintain translation elongation speed but appears not to be important for the fidelity of translation and we infer that this effect on translation is related to the role of RtcB in maintaining tRNA and *ssrA* integrity as described above. In line with the decreased translation elongation speed, cells lacking *rtcB* had a markedly reduced growth rate under the conditions when the RtcB’s impact on translation was measured (growth in minimal medium and early exponential phase, see Figure 8D). At later stages, growth of the *rtcB* mutant picks up again (Figure 8C), suggesting either that RtcB action is particularly important at early exponential growth or that the cells manage to compensate for the loss of *rtcB*. The latter scenario might be explained by the presence of multiple fail-safe systems that *E*. *coli* cells employ to rescue impaired ribosomes.^35^ We also note that EttA (formerly YijK), one of the ABC-F proteins which represses *rtcBA* expression, gates the entry of ribosomes into the elongation cycle^36^ indicating synergies between the need for RtcB and the actions of EttA in maintaining translation elongation.

**Figure 8:**
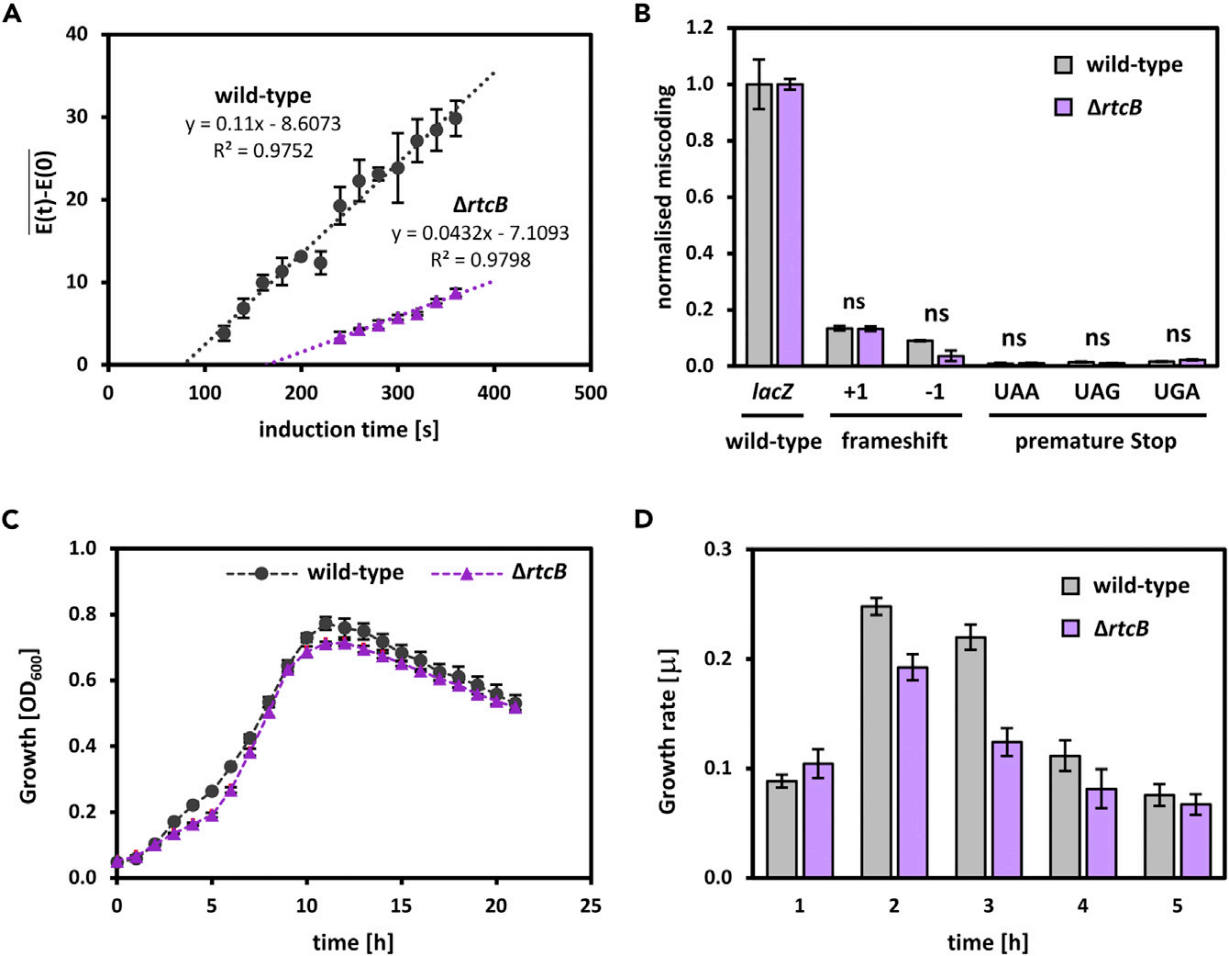
RtcB increases translation elongation speed *in vivo* The impact of RtcB on the functioning of the translation apparatus was measured *in vivo* using β-galactosidase based assays and growth assays. RtcB (A) increases translation elongation speed, (B) has no effect on translation fidelity, (C and D) increases cell growth and (D) increases cell growth rate in early exponential phase. Data are shown as mean and error bars represent standard deviation from the mean of triplicates. ns = non-significant (p-value > 0.05).

## Discussion

In this study we provide novel insights into how bacteria mount RtcBA-dependent RNA repair in response to factors that compromise RNA integrity such as oxidative stress (Figure 9).

**Figure 9:**
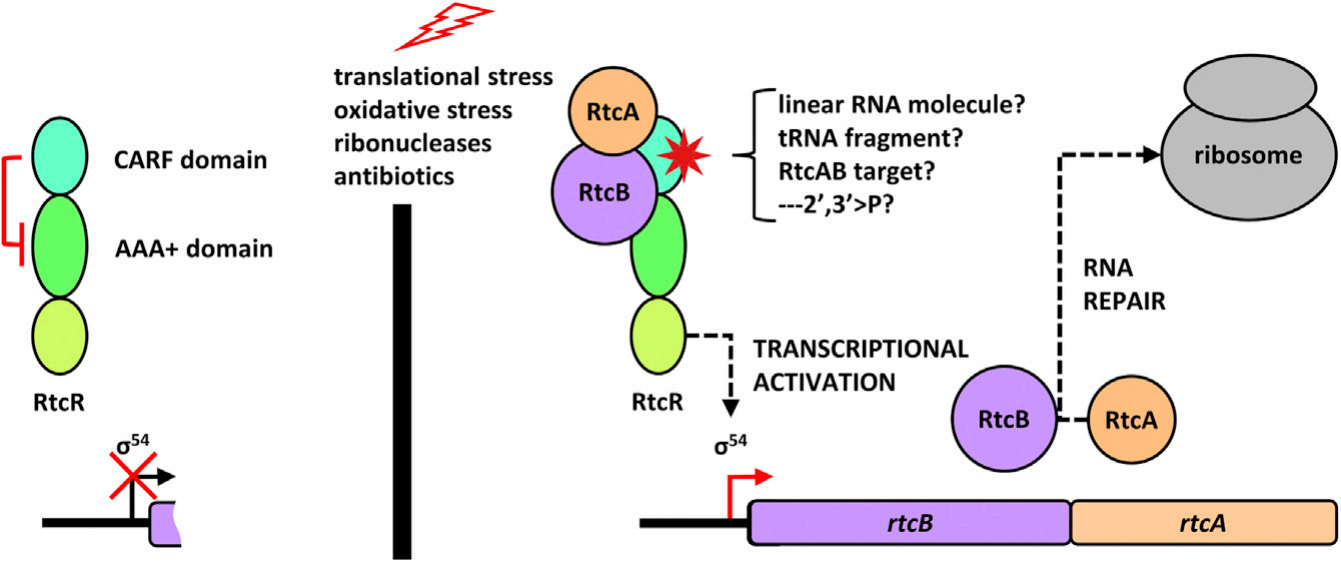
Regulation of Rtc RNA repair system expression and function Under conditions that activate of the Rtc RNA repair system that helps maintain translation, RtcA and RtcB interact with the RtcR CARF domain together with an unknown ligand, leading to derepression of the RtcR AAA + domain by the RtcR CARF domain. We propose that the complex has dual functionality: transcriptional activation of *rtcBA* by RtcR and RNA repair by RtcA and RtcB. The RtcR CARF domain likely does not use cOAs as activating ligands (this work), rather it binds particular linear RNA sequences with a 2’-3’ cyclic P end (this work and Hughes et al., 2020^18^).

Dealing with oxidative stress is crucial to bacterial pathogenicity where host defenses attack invading bacteria, as well as in aerobic culturing of bacteria in many environmental and technological settings. RNA, similar to DNA and proteins, is attacked by reactive oxygen species; however, unlike DNA and proteins, the impact of oxidative stress on RNA is understudied. To date, oxidative stress damage to RNA has been mostly linked to nitrogenous base modifications rather than breakage of the phosphodiester bonds, although tRNA and rRNA cleavage has been reported in eukaryotes^37^^,^^38^^,^^39^ and bacteria.^40^ In this work we identified the tmRNA *ssrA* as an RtcB substrate during oxidative stress suggesting that the Rtc system plays a role in the quality control of the translation apparatus under these conditions. At this stage it is not clear if tmRNA damage under oxidative stress is a result of direct oxidation or of activation of a nuclease that uses tmRNA as a substrate. The tmRNA precursor molecule is known to be cleaved at the 5′ and 3’ terminus by RNase P and RNase E, respectively, resulting in the mature tmRNA under study.^41^^,^^42^ The tmRNA *ssrA* is also cleaved in a ribosome-dependent manner by the RelE toxin,^43^ whose abundance was significantly increased in Hpx- cells at 8 h postinoculation. 

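At 8 hpi, relE stood at 288 ± 20.3 CPM (SD, n = 2) in the libraries labelled Hpx-[RtcON] against 26.4 ± 3.95 in the wild-type, a log2 fold change of 3.45 (standard error 0.36, adjusted p = 1.42e-06, edgeR's quasi-likelihood test). In the libraries labelled Hpx-[RtcOFF] it stood at 214 ± 25.4 CPM against 33.7 ± 1.45 in the wild-type with the plasmid, a log2 fold change of 2.66 (standard error 0.35, adjusted p = 5.49e-06). The counts behind these values were 4433 and 5092 in Hpx-[RtcON] and 7431 and 5415 in Hpx-[RtcOFF], and between 390 and 538 in the wild-type libraries. Hpx-[RtcOFF] and Hpx-[RtcON] did not differ from each other past the threshold (log2 fold change -0.43, adjusted p = 0.297, edgeR). With the replicate number as a block the values were 3.45 in Hpx-[RtcON] (adjusted p = 3.89e-07, edgeR) and 2.66 in Hpx-[RtcOFF] (adjusted p = 1.36e-06), where same-numbered libraries were correlated at 0.27 and -0.11. With each library left out in turn the log2 fold change lay between 3.30 and 3.61 in Hpx-[RtcON] and between 2.54 and 2.87 in Hpx-[RtcOFF]. The alternatives that moved it most were the other wild-type group in Hpx-[RtcON], at 3.10, and library totals alone in Hpx-[RtcOFF], at 3.70. relB, the antitoxin gene next to relE, was also higher, by 2.60 in Hpx-[RtcON] (standard error 0.35, adjusted p = 2.68e-05, edgeR; with the block 2.60) and by 2.21 in Hpx-[RtcOFF] (standard error 0.35, adjusted p = 3.76e-05; with the block 2.21). relB and relE overlap at their ends in the reference, so the assignment of reads there is uncertain. At 24 hpi the log2 fold change of relE was 0.86 in Hpx-[RtcON] (adjusted p = 0.0682, edgeR; with the block 0.84, adjusted p = 0.0377) and 0.19 in Hpx-[RtcOFF] (adjusted p = 0.708; with the block 0.11, adjusted p = 0.808). In Hpx-[RtcON] at 24 hpi, 4 other alternatives were also past the threshold: the other wild-type group (1.71), all 4 wild-type libraries (1.29), a mean of at least 50 counts (1.04) and, chosen after seeing the data, the IDs that start with EBT left out (0.95). The remaining 7 alternatives there did not pass, with the lowest value under library totals alone (0.18, adjusted p = 0.709, edgeR). With a library left out, relE in Hpx-[RtcON] at 24 hpi lay between 0.22 and 1.33. The values are of the transcript, and ssrA was not analysed here.

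**Figure D2:**
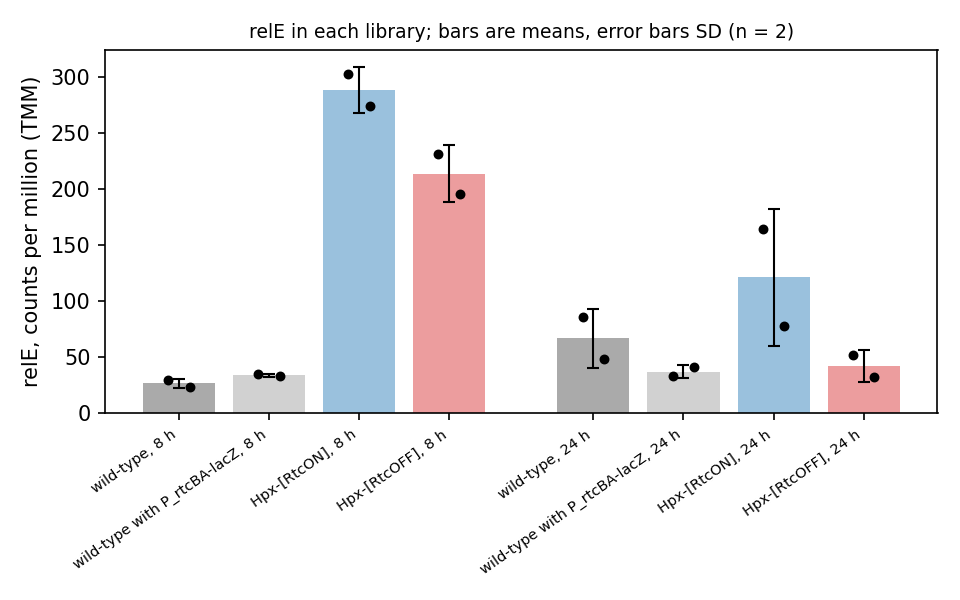
relE in CPM after TMM normalization, by strain and time. Bars are means, error bars the SD and points the 2 libraries of each group; at 8 hpi the Hpx- groups have means of 288 and 214 CPM, above 26.4 and 33.7 in the wild-type groups.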

RelE does not appear to have any sequence preference *in vivo*,^44^ in line with the diffuse set of RtcB dependent ligation sites across the tmRNA molecule.

Bacteria experience oxidative stress^45^^,^^46^ including oxidative damage to RNA^47^ also in the presence of antibiotics. Previously, we showed that *E*. *coli* cells lacking one of the *rtc* genes are more sensitive to several antibiotics that target ribosomes and the cell wall15. This suggests that the Rtc system constitutes a functional link between the translation apparatus and the cell envelope. Our current work on oxidative stress may now provide the missing link between Rtc induction and antibiotic-targeting of cell wall synthesis, should these agents themselves lead to oxidative stress. This link may be direct, if the antibiotics themselves generate an oxidant, or somewhat indirect, if the translation apparatus becomes sensitive to oxidants.

How does Rtc then sense the RNA damage caused by oxidative stress? Our results show that signaling via the CARF domain of RtcR deviates from other CARF domain containing proteins that e.g. modulate CRISPR-Cas systems.^4^^,^^5^^,^^48^^,^^49^ Fragments of damaged tRNAs with a cyclic phosphate 5’ end can bind with low affinity to RtcR *in vitro* and are proposed to alleviate the CARF-mediated repression of RtcR.^18^ We have now demonstrated that RtcA and RtcB also directly bind to RtcR via its CARF domain and help activate *rtcBA* expression. Interactions between RtcR and RtcAB may also facilitate their access to damaged RNA ends, possibly increasing affinity for such RNAs. The conditional requirement for RtcA to stimulate expression could reflect the type of RNA ends generated under Rtc inducing conditions; RtcB is capable of ligating 3′-P and 2′,3′-cyclic P ends but not 2’-P ends that should be previously modified by RtcA. To date, the full extent of CARF domain signaling systems is unknown.^4^^,^^5^^,^^50^ Yet, the *in trans* interactions of the CARF domain of RtcR with partner proteins as well as particular RNA ligands now suggest that CARF domain containing proteins can be part of novel signaling networks that do not necessarily rely on Palm domain containing proteins to generate cOAs as activating ligands, as observed for CRISPR-Cas systems. In *E*. *coli*, Palm domains are present in diguanylate cyclases, but in our studies there was no obvious link between Rtc inducing conditions and expression of these genes (Figure S10). Our findings now open the possibility that CARF domains within other systems in RNA biology are regulated through an *in trans* acting partner protein and not solely through the binding of particular linear or cyclic RNA ligands. Furthermore, a reciprocal control of the partner proteins may be achieved by the CARF domain, leading to a subtle control of overall enzymatic outputs of the partner proteins, in this case the activities of RtcAB as modulated by RtcR.

### Limitations of the study

The range of Rtc inducing conditions explored here will be united through the formation of one or perhaps a small set of ligands that act directly on transcriptional activator RtcR to stimulate its activity. The precise pathways and mechanisms that result in the formation of such activating ligands and those that can then degrade such signals remain largely unknown, and so the points at which various Rtc inducing stresses act is still speculative. A full biochemical recapitulation of a Rtc inducing event remains to be established, to help define the precise mechanism operating for signal generation and propagation as well as the atomic structure of activating ligands. Such biochemical recapitulation with purified components would be necessary to fully understand the roles of the RtcR to RtcA and RtcB interactions described in this report.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

monoclonal mouse anti-polyhis-peroxidase antibody	Sigma	A7058; RRID: AB_258326
monoclonal mouse anti-his antibody	Bio-Rad	AD1.1.10
monoclonal mouse anti-MBP probe antibody	Santa Cruz Biotechnology	sc-13564; RRID: AB_675707
sheep anti-mouse antibody-horseradish peroxidase	Merck	NXA931V

**Bacterial and virus strains**		

*Escherichia coli* K-12 MG1655	Yale Culture Collection	N/A
*Escherichia coli* K-12 MG1655 derivatives	See Table S2	N/A
*Escherichia coli* K-12 BW25113	Datsenko et al., 2000^61^	N/A
*Escherichia coli* K-12 BW25113 derivatives	Baba et al., 2006^52^	N/A
*Escherichia coli* BTH101	BACTH System Kit	N/A

**Chemicals, peptides, and recombinant proteins**		

RtcB ligase	New England Biolabs	M0458S
RQ1 RNase-free DNase	Promega	M6101
SuperScript III Reverse Transcriptase	ThermoFisher Scientific	18080044
Power SYBR Green PCR Master Mix	Applied Biosystems	4367660
Pierce Premium Grade dithiobis(succinimidyl propionate)	ThermoFisher Scientific	PG82081
native PAGE sample buffer	ThermoFisher Scientific	BN2003

**Critical commercial assays**		

Bacterial Adenylate Cyclase Two-Hybrid System Kit	Euromedex	EUK001
RNeasy Protect Bacteria mini kit	Qiagen	76506/74104
Monolith Protein Labelling Kit RED-NHS 2nd Generation (Amine Reactive)	NanoTemper Technologies	MO-L011
Westar Supernova HRP Detection Substrate	Cyanagen	K1-0068

**Deposited data**		

*Escherichia coli* K-12 MG1655 genome	NCBI Reference Sequence	NC_000913
Transcriptome profile of *Escherichia coli* K-12 MG1655	This study	GSE165118

**Oligonucleotides**		

qPCR primers for *rtcB* F: 5’-ACGTGATAAAGGTGCCTGGG-3’ R: 5’-CACACCTGGTCCGACTCATC-3’	Engl et al., 2016^15^	N/A
qPCR primers for *rtcA* F: 5’-GACCAACTGGTGCTACCGAT-3’ R: 5’-GCGTTACGCCATCTGTTTCT-3’	Engl et al., 2016^15^	N/A
qPCR primers for *rtcR* F: 5’-GGTCATCGATCGACTGGAAT-3’ R: 5’-TCAATCTCAACGCTCACCAC-3’	This study	N/A
qPCR primers for *ssrA* F: 5’-AGTCGCAAACGACGAAAACT-3’ R: 5’-GCGATCTCTTTTGGGTTTGA-3’	This study	N/A
adapter for RtcB-mediated ligation 5’-NNNNTGGAATTGTCGGGTGCCAAGG-3’	This study	N/A
tRNA^Glu[UUC]^ 35-mer 5’-ACUCCGAUAUCACGCUUUCACCGUG AUAUCGGAGU-3’	This study	N/A
tRNA^Glu[UUC]^ 17-mer 5’-ACUCCGAUAUCACGCUU-3’	This study	N/A

**Recombinant DNA**		

Plasmid vectors and derivatives	See Table S1	N/A

**Software and algorithms**		

FIJI/ImageJ	Schindelin et al., 2012^79^	https://imagej.net/software/fiji/
progressiveMauve	Darling et al., 2010^64^	https://darlinglab.org/mauve/user-guide/progressivemauve.html
FASTQC	Babraham Bioinformatics	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
Trimmomatic	Bolger et al., 2014^65^	http://www.usadellab.org/cms/?page=trimmomatic
Bowtie 2	Langmead and Salzberg, 2012^66^	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
HTSeq	Anders et al., 2015^67^	https://htseq.readthedocs.io/en/master/
DESeq2 R/Bioconductor package	Love et al., 2014^68^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
FASTX toolkit	Hannon Lab	http://hannonlab.cshl.edu/fastx_toolkit/
SAM tools	Li et al., 2009^69^	http://www.htslib.org/
Integrative Genomics Viewer (IGV)	Thorvaldsdóttir et al., 2013^70^	https://software.broadinstitute.org/software/igv/
PANTHER Classification System for GO	Mi et al., 2013^71^	http://geneontology.org/
KEGG Automatic Annotation Server (KAAS)	Moriya et al., 2007^73^	http://www.genome.jp/kegg/kaas/
BioVenn	Hulsen et al., 2008^74^	https://www.biovenn.nl/
Weblogo	Crooks et al., 2004^75^	https://weblogo.berkeley.edu/logo.cgi
Iterative Threading ASSEmbly Refinement (I-TASSER)	Yang et al., 2015^76^	https://zhanggroup.org/I-TASSER/
UCSF Chimera	Pettersen et al., 2004^77^	https://www.cgl.ucsf.edu/chimera/
Cysteine Oxidation Prediction Algorithm (COPA)	Sanchez et al., 2008^78^	N/A
Missense3D	Ittisoponpisan et al., 2019^79^	http://missense3d.bc.ic.ac.uk/
DUET	Pires et al., 2014^80^	http://structure.bioc.cam.ac.uk/duet
GraphPad Prism 6	Dotmatics	https://www.graphpad.com/dl/96314/10B92408/

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Dr Ioly Kotta-Loizou ().

#### Materials availability

All plasmids generated and/or used in this study are listed in Table S14. All plasmids generated in this study are available from the lead contact on request.

### Experimental model and subject details

#### Microbe strains

All bacterial strains based on *E*. *coli* K-12 MG1655, constructed and/or used in this study, are listed in Table S13. Bacteria were grown in Luria-Bertani (LB) rich medium with or without additional NaCl or Fe-citrate, nutrient (N) medium or supplemented M9 minimal medium at 37°C. Microaerobic conditions were established and verified as described previously.^51^ Antibiotics were used to a final concentration of 100 μg/mL for ampicillin, 25–50 μg/mL for kanamycin and 30 μg/mL for chloramphenicol. Expression inductions were performed using 0.02–0.2% (w/v) arabinose for the pBAD18 cm plasmids, 1 mM IPTG for the pCA25N plasmids and 0.5 mM IPTG for the pET and pMALc2 plasmids.

### Method details

#### KEIO library strain assessment

*E*. *coli* K-12 MG1655 stains carrying the in-frame gene deletions derived from the KEIO collection^52^ were constructed by generalized P1_*vir*_ phage transduction (Table S13). The P_*rtcBA*_-*lacZ* reporter plasmid was introduced into the gene deletion mutants and levels of Rtc induction were assessed using β-galactosidase assays. The chromosomal low level native *lacZ* levels were also assessed in gene deletion mutants without the P_*rtcBA*_-*lacZ* reporter plasmid to establish that the observed elevated β-galactosidase activity was Rtc specific (Table S1).

#### ASKA library screening

Screening of the ASKA library^53^ was performed by introducing the P_*rtcBA*_-*lacZ* reporter plasmid into the ASKA strains carrying the pCA25N expression plasmids with the *E*. *coli* open reading frames (ORFs); following transformation, the strains were plated on LB agar plates with X-gal for blue/white colony screening. Colonies lighter or darker in colour than the strain carrying the empty pCA25N expression plasmid were collected, Rtc induction was verified using β-galactosidase assays and the pCAN25N plasmids were sequenced to determine the ORF. The chromosomal constitutive green fluorescent protein (GFP) levels were also assessed in over-expressor strains to prove that the observed elevated β-galactosidase activity was Rtc specific (Table S2).

#### Bacterial 2-hybrid assays

Bacterial 2-hybrid assays were performed using the Bacterial Adenylate Cyclase Two-Hybrid (BACTH) System Kit (Euromedex) according to the manufacturer’s instructions. Full-length RtcB, RtcA and RtcR together with truncated forms of RtcR lacking one or two functional domains (RtcR_1-186_, RtcR_1-353_, RtcR_187-353_, RtcR_187-532_, RtcR_354-532_) were cloned in fusion with at either the N or the C-termini of the T18 fragment (vectors pUT18 and pUT18C) or of the T25 fragment (vectors pKT25 and pKNT25). The plasmids were co-transformed in pairs in the reporter strain for BACTH assay BTH101 and interactions between the hybrid proteins leading to *lacZ* reporter expression were monitored by β-galactosidase assays. Empty pUT18, pUT18C, pKT25 and pKNT25 vectors co-transformed in pairs were used as negative controls. Plasmids pKT25-zip and pUC18C-zip were used as positive controls. Plasmids pUT18C-HrpS, pUT18C-HrpV, pKT25-HrpS and pKT25-HrpV^54^ were used to confirm the specificity of the observed interactions.

#### Β-galactosidase assays

Activity of β-galactosidase in bacterial cells was measured as described previously,^55^ following growth of bacterial strains in LB or M9 medium for up to 48 h.

#### Reverse transcriptase – Quantitative polymerase chain reaction (RT-qPCR) assays

Total bacterial RNA was extracted using the Qiagen RNeasy Protect Bacteria mini kit and treated with DNase I (Promega) and reverse transcription was performed using SuperScript III Reverse Transcriptase. The RT-qPCR assays were performed in the OneStepPlus Real-Time qPCR System (Applied Biosystems) using the Power SYBR Green PCR Master Mix (Applied Biosystems). Selected genes were amplified using target-specific primer pairs as described previously.^15^

#### Ribosome profiling

Ribosome profiling was conducted under ribosome-associative conditions, as described previously.^15^

#### Protein overexpression and purification

Either pET vectors expressing N-terminal his-tagged RtcA and RtcB or a pMALc2 vector expressing RtcR N-terminally tagged with maltose binding protein (MBP; Table S2) were introduced into *E*. *coli* BL21 cells. Induction, cell sonication using the VCX 130 Ultrasonic Processor (Sonics & Materials, Inc.) and protein purification using the AKTA Fast Protein Liquid Chromatography (FPLC) system (GE Healthcare Life Sciences) were performed as described previously.^56^

#### Gel filtration

Gel-filtration chromatography (Superdex 200, 10 by 300 mm; GE Healthcare Life Sciences) was carried out as described previously.^56^ Globular proteins of known molecular weight (thyroglobulin, 669 kDa; apoferritin, 443 kDa; β-amylase, 200 kDa; alcohol dehydrogenase, 150 kDa; bovine serum albumin, 66 kDa; carbonic anhydrase, 29 kDa) were used as markers.

#### Protein crosslinking

For protein crosslinking *in vitro*, 5 μg of interacting proteins in 20 mM HEPES buffer (pH 7.5) in a total volume of 10 μL were treated with 0.5 μL of 0.25% freshly prepared solution of glutaraldehyde for 3 min at 37°C. The reaction was terminated by addition of 1 μL of 1 M Tris-HCl (pH 8.0). For protein crosslinking *in vivo*, cells were grown to exponential phase, washed twice with PBS and incubated in the presence of 100 μM Pierce Premium Grade dithiobis(succinimidyl propionate) (DSP; Thermo Fisher Scientific) for 30 min at 25°C. The reaction was terminated by addition of 20 mM Tris-HCl (pH 8.0), as described previously.^57^ DSP crosslinking was reversed using dithiothreitol (DTT) according to the manufacturer’s instructions.

#### Microscale thermophoresis (MST)

All MST experiments were performed using a Monolith NT.115 instrument (NanoTemper Technologies, Germany) at 24°C. Modified PBS (250 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_) supplemented with 0.05% Tween-20 was used as MST-binding buffer for all experiments. Standard treated capillaries were used. RtcA, RtcB, RtcR_WT_ and RtcR_ΔCARF_ were purified to homogeneity as described above. MBP tagged RtcR_WT_ and RtcR_ΔCARF_ were labeled with the kit Monolith Protein Labeling Kit RED-NHS 2nd Generation (Amine Reactive; NanoTemper Technologies). Labeled MBP-RtcR_WT_ or RtcR_ΔCARF_ were diluted to a concentration of 50 nM and mixed with an equal volume of a serial dilution series of RtcA or RtcB and then incubated at room temperature for 20 min before loading into MST capillaries. Single MST experiments were performed using 60% LED power and 20% MST power with a wait time of 5 s, laser on time of 30 s and a back-diffusion time of 5 s. MST data were analyzed in GraphPad Prism and the data were fitted with the Hill equation. The mean half effective concentration (EC_50_) values were calculated with standard error (SE). Each experiment was repeated at least three times.

#### SDS-PAGE and immunoblotting

Proteins were visualized on 6–12% (w/v) SDS-polyacrylamide gels electrophoresed in Tris-Glycine-SDS buffer following staining with Bio-Safe Coomassie Stain (Bio-Rad). Immunoblotting to detect His-tagged RtcA and RtcB was performed using a monoclonal mouse anti-polyhistidine-peroxidase antibody (A7058, Sigma) or a monoclonal mouse anti-histidine antibody (AD1.1.10, Bio-Rad) followed by a sheep anti-mouse antibody conjugated to horseradish peroxidase (NXA931V, Merck). Immunoblotting to detect MBP-tagged RtcR was performed using a monoclonal mouse anti-MBP probe antibody (R29.6; sc-13564, Santa Cruz Biotechnology) followed by the aforementioned secondary antibody. In all cases, peroxidase activity was detected using the chemiluminescent substrate Westar Supernova (Cyanagen) according to the manufacturer’s instructions. Image analysis was performed using the FIJI/ImageJ image processing package (Schindelin et al., 2012).^81^

#### *In vitro* RtcB ligation

Total bacterial RNA was extracted using the Qiagen RNeasy Protect Bacteria mini kit and adapter 5′-NNNNTGGAATTGTCGGGTGCCAAGG-3′ was used in RtcB-mediated ligation reactions to identify 3′-P or 2′,3′-cyclic P RNA ends that would be RtcB targets as described.^58^ An *in vitro* synthesized RNA with a 3′-P terminus was processed in parallel as a positive control. Commercially available RtcB Ligase (New England Biolabs) was used according to the manufacturer’s instructions and the reactions were subjected to RNA sequencing.

#### Small primed (sp) RNA assay for *in vitro* transcription

Reactions were performed in 10 μL final volumes containing 100 nM σ^54^ RNA polymerase holoenzyme (1:4 ratio of RNAP:σ^57^) and 20 nM of promoter DNA as supercoiled plasmid in STA buffer,^59^ and incubated at room temperature. The spRNA synthesis was initiated by adding 0.5 mM dinucleotide primer ApC or UpG (for native P_*rtcBA*_ or hybrid P_*rtcBA*_-_*nifH*_ promoters respectively) and 0.2 mCi/mL [α-^32^P] ATP or GTP (3000 Ci/mmol). The reaction mixtures were quenched by addition of 4 μL of denaturing loading buffer, electrophoresed on a 20% (w/v) urea-PAG and visualized using a Fuji FLA-5000 Phosphor imager. Image analysis was performed using the FIJI/ImageJ image processing package (Schindelin et al., 2012).^79^

#### Electrophoretic mobility shift assay (EMSA)

Fragments of tRNA^Glu[UUC]^ fluorescently labeled at the 5′ terminus with Cy3 were ordered from Sigma. The 35-mer comprises the whole anticodon stem-loop and has a 3′-OH; the 17-mer comprises half the anticodon stem-loop and has a 3′-P. The fragments (50 nM) were incubated with purified RtcR full length or RtcR CARF (up to 5 mM) in binding buffer (50 mM Na-glutamate, 50 mM NaCl, 20 mM Tris-Cl pH 8, 8 mM MgCl_2_, 0.1 mM DTT, 5% glycerol) and incubated at room temperature. The reaction mixtures were mixed with native PAGE sample buffer (Thermo Fisher Scientific) and visualized on a 4% (w/v) native PAGE using a Fuji FLA-5000 Phosphor imager.

#### Translation elongation speed

The speed of translation elongation was measured *in vivo* via LacZα complementation using a 774 amino acid-long FusA-LacZα fusion protein as reporter.^60^ The measurements were done in *E*. *coli* BW25113 wild-type and Δ*rtcB* strains.^52^^,^^61^ The Δ*lacZ4787*(::*rrnB-3*) genotype renders BW25113 LacZ-deficient enabling background-free β-galactosidase assays. The strains were grown to mid-exponential phase (OD_600_ ∼ 0.5) in M9 minimal medium supplemented with 10 μg/mL gentamicin. Expression of FusA-LacZα was induced with 5 mM IPTG and 500 μL samples were taken at 20 s time intervals. Translation was blocked immediately with 10 μL of 34 mg/mL chloramphenicol and the samples were frozen in liquid nitrogen and stored at −80°C. LacZα complementation was enabled for 1 h at 37°C prior to subjecting the samples to the fluorescent β-galactosidase substrate 4-methylumbelliferyl-D-galactopyranoside (MUG). The reaction mix contained 400 μL of sample, 100 μL of 5× Z-Buffer and 100 μL of 4 mg/mL MUG. The reaction was stopped after 2 h with 300 μL of 1 M Na_2_CO_3_ and the fluorescence intensity was measured at 365 nm excitation and 450 nm emission. The translation time of FusA-LacZα was extracted via the X-intercept of a Schleif plot (square root of newly synthesized FusA-LacZα vs induction time) and the speed of translation elongation was calculated as the ratio between the length and translation time of FusA-LacZα.

#### Translation fidelity

Translation fidelity was monitored *in vivo* in *E*. *coli* K-12 BW25113 wild-type and Δ*rtcB* strains via the production of functional β-galactosidase as described,^62^^,^^63^ using reporter plasmids with either frameshifting errors or premature stop-codons near the 5-end of *lacZ*. Strains were grown to mid-exponential phase (OD_600_ ∼ 0.5) in M9 minimal medium supplemented with 12.5 μg/mL tetracycline and β-galactosidase assays were performed as described.^62^ Translation fidelity was expressed as normalized miscoding^62^^,^^63^ using Miller units from strains harboring the wild-type *lacZ* reporter plasmid for normalization.

#### Next generation sequencing (NGS)

Genome sequencing of the *E*. *coli* Hpx- strain was performed by MicrobesNG, Birmingham, UK, including genomic DNA extraction, library preparation, Illumina sequencing, genome assembly and annotation. Alignment of the resulting contigs to the *E*. *coli* K-12 MG1655 genome (NCBI Reference Sequence: NC_000913) and single nucleotide polymorphism (SNP) analysis was performed using the progressiveMauve algorithm.^64^ RNA sequencing of the wild-type and Hpx- strains together with *E*. *coli* strains lacking the *gor*, *mazF* or *srmB* gene was performed by Vertis Biotechnologie, including total RNA extraction, ribosomal RNA depletion, library preparation and Illumina sequencing. The overall quality of the sequencing data was assessed using FASTQC and the adapters and low-quality bases were clipped and trimmed respectively from the reads using Trimmomatic.^65^ The reads were then mapped to the *E*. *coli* K-12 MG1655 genome (NCBI Reference Sequence: NC_000913) using Bowtie 2^66^ and quantified using HTSeq.^67^ Differential expression analysis was performed using the DESeq2 R/Bioconductor package.^68^ RNA sequencing of the RtcB-mediated ligation reactions was performed by Vertis Biotechnologie as previously described. Following quality control with FASTQC and Trimmomatic as described above, reads with the ligated adapter were selected and retained by a simple custom Perl script using a regular expression to identify the adapter within the read sequence. The adapter was subsequently removed using the CLIPPER function of the FASTX toolkit (http://hannonlab.cshl.edu/fastx_toolkit/), so that only the *E*. *coli* transcript sequence remained for further processing. Mapping and quantification of the clipped reads was performed as described above. SAM tools^69^ were used for the conversion and indexing of .sam/.bam files and alignments were visualized with Integrative Genomics Viewer (IGV).^70^ The number of reads that aligned to each position of the genome was calculated using the count function of IGV tools with the window size set to 1. Custom scripts were written in Perl and all functions were performed in Ubuntu.

#### Computational analyses

Gene ontology (GO) enrichment analysis was performed using the PANTHER Classification System.^71^ Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis^72^ was performed using the KEGG Automatic Annotation Server (KAAS).^73^ BioVenn was used to create area-proportional Venn diagrams.^74^ Weblogo was used to visualize graphical representations of amino acid or nucleic acid multiple sequence alignments.^75^ Protein structure modeling by iterative threading assembly simulations was performed using Iterative Threading ASSEmbly Refinement (I-TASSER).^76^ Molecular graphics images were produced using the UCSF Chimera package^77^ from the Computer Graphics Laboratory, University of California, San Francisco (supported by NIH P41 RR-01081). The potential of cysteine residues for disulphide bridge formation was assessed using the Cysteine Oxidation Prediction Algorithm (COPA).^78^ Structural changes introduced by amino acid substitutions were predicted using Missense3D.^79^ Changes to protein stability on mutation were predicted using DUET.^80^

### Quantification and statistical analysis

All data are shown in figures as mean and error bars represent standard deviation from the mean. Details of each experiment, including the number of replicates (*N*) and the statistical test used can be found in the corresponding figure legends. Analysis of variance (ANOVA) was performed using the GraphPad Prism 6 software. Hypergeometric tests were performed using R/Bioconductor. Differences were considered statistically significant if the p-value was less than 0.05; ∗ indicates p-value < 0.05; ∗∗ indicates p-value < 0.01; ∗∗∗ indicates p-value < 0.001; ∗∗∗∗ indicates p-value < 0.0001.

## Data Availability

• Next-generation sequencing data have been deposited at Gene Expression Omnibus (GEO) and are publicly available as of the date of publication at GEO: GSE165118 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165118). • This article does not report original code. • Any additional information required to reanalyze the data reported in this article is available from the lead contact on request.

How the deposited data were processed for this re-analysis (not part of the article)

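RNA from wild-type and Hpx- cultures, each without and with the reporter plasmid P_rtcBA-lacZ, was sequenced at 8 and 24 h postinoculation, with 2 libraries per group and 16 in all. The authors depleted ribosomal RNA, trimmed the reads with Trimmomatic, mapped them to the MG1655 genome with Bowtie 2 and counted them per transcript with HTSeq, and the deposited values are counts without normalization. The HTSeq mode, the strand setting and the annotation release are not stated in the article, so the treatment of reads from overlapping or repeated genes is unknown. Libraries were grouped by their labels. The label's inhibitor of Rtc was read as the plasmid.

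The same IDs are listed in each file. A symbol was taken from Dataset S1 for 1998 IDs and from the RefSeq gene table of assembly ASM584v2 for a further 20. The remaining 2526 IDs were kept in all tests without a name. The 5S, 16S and 23S rRNA genes, the tRNA genes, ssrA, katE, katG, rtcA, rtcB and rtcR were not analysed here. Sets with less than 80% of their members named were not tested as sets. This left out the ribosomal protein genes (7 of 54 named), the purine and pyrimidine biosynthesis genes (10 of 24), the glycerol 3-phosphate genes (1 of 12), and the OxyR (10 of 15), SoxRS (6 of 9), SOS (9 of 14) and iron uptake genes (16 of 23), and kept the flagellum and motility genes (48 of 50) and the nucleotide cyclase genes (13 of 15). Values of the OxyR, SoxRS, SOS and iron uptake genes as sets were seen and are not reported, because their coverage makes such a check void.

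Counts were tested in R 4.3.3 with edgeR 4.0.16. IDs were kept with filterByExpr at a minimum count of 10, which left 4359, and libraries were scaled with TMM. A quasi-likelihood model with 1 coefficient for each of the 8 groups was fitted to all 16 libraries, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The interaction was the change in Hpx-[RtcOFF] against the wild-type with the plasmid minus the change in Hpx-[RtcON] against the wild-type. For a set, the median log2 fold change was given and tested with fry and camera from limma 3.58.1, adjusted over the 6 set tests. Principal components were taken from log2 CPM values with a prior count of 2. The alternatives were DESeq2 1.42.0 on all libraries or on the compared groups, edgeR on the compared groups or on the 8 libraries of a time point, DESeq2's size factors in edgeR, library totals alone, no filter, a mean of at least 50 counts, the replicate number as a block, the other wild-type group, all 4 wild-type libraries, an absolute log2 fold change of at least 1, and each library left out in turn. Those were set before the data were examined. Leaving out the IDs that start with EBT and crossing the replicate numbers of Hpx-[RtcOFF] at 8 h were added after the data had been seen.

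Library totals ranged from 7803916 to 9918799 counts at 8 h and from 6115997 to 9071997 at 24 h, and the IDs that do not start with EBT held 3066910 to 4864635 and 217218 to 764353 of them. Between replicates, counts differed by more than counting error in all groups (chi-square per gene 22.6 to 336), and no library duplicated another. The numbers of the replicates gave no strong pairing in most groups, and correlations of same-numbered deviations ranged from -0.11 (wild-type with the plasmid and Hpx-[RtcOFF], 8 h) to 0.64 (both wild-type groups, 8 h).

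The procedure was tested on simulated data with 200 changed genes. It recovered 171 (85.5%), with 9.04% false among 188 called, above the nominal 5%, and it made 0 calls in data without a change. A single seed was used. With the replicate block 166 were recovered, with 10.3% false, and with edgeR on the compared groups 142, with 5.33% false. These rates hold for the simulated counts and were not shown to hold for the real libraries. There, TMM factors ran from 0.237 to 3.55 and the chi-square per gene between replicates from 22.6 to 336. The simulation therefore does not decide whether a fit to all libraries suits them. With edgeR on the compared groups, the real calls in Hpx-[RtcON] went from 1364 to 691 at 24 h and from 1232 to 1459 at 8 h.

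Genes were named by a rule set before the data were examined: those the article names, and for each comparison the 3 genes with the highest and the 3 with the lowest log2 fold change among IDs past the threshold, with at least 50 counts in every library of 1 of the groups and no overlap between the groups. Of those 3, the members without a name were left out, apart from EBT00001514669 and EBT00001514675. The ribosomal protein, purine and pyrimidine genes and relB lie outside that rule. Their lists were set beforehand and all members with a name are reported, but the choice to print them was made after their values had been seen. Of the genes of Table 1 and other genes named in the article, 9 of 18 had a name and are given as counts.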

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

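All tests of explanations below were chosen after the results had been seen. Gene length and GC content were not examined, so no pattern is called biological.

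The change in Hpx-[RtcOFF] against the wild-type with the plasmid differed from that in Hpx-[RtcON] against the wild-type for 1615 IDs at 8 h (791 higher, 824 lower) and for 451 at 24 h (201 higher, 250 lower), by a test of the difference itself in edgeR. With the replicate block the counts were 1691 and 462. For the 8 h difference, scaling of libraries with different composition was tested with library totals alone: 71.1% of the IDs (1148 of 1615) kept their call and direction, and at 24 h 78.3% did (353 of 451). That scaling moved the median of all IDs at 8 h from 0.028 to 0.97, so that higher calls are kept and lower calls lost whatever the cause: all 791 higher IDs and 357 (43.3%) of the 824 lower IDs kept their call. At 24 h 191 of 201 higher and 162 of 250 lower IDs did. The test therefore does not decide on scaling for either direction at 8 h. A few IDs that take most of the counts were tested by leaving out the IDs that start with EBT: 96.2% (1464 of 1522) kept call and direction. Depth was tested by thinning the 8 h counts to the depth of the 24 h libraries: the number called was then 60.1% of that before (915 against 1522). Thinning lowers the number of calls whatever the cause, so this does not decide on depth. At that depth 915 IDs were called at 8 h and 415 at 24 h.

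Fewer IDs differed between Hpx-[RtcOFF] and Hpx-[RtcON] at 24 h than at 8 h. Among IDs that do not start with EBT, 2036 were called at 8 h and 842 at 24 h, a ratio of 2.42. After thinning, the ratio was 1.71 (1293 against 757), and 1.54 against the 24 h count before thinning. A gap thus remained at equal depth of these IDs, so lower depth alone did not make it. What part of it depth made cannot be told, since thinning lowers the number of calls whatever the cause.

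The change of relE in the Hpx- libraries was larger at 8 h than at 24 h. The difference of log2 fold changes was 2.59 in Hpx-[RtcON] (standard error 0.48, adjusted p = 0.000974, edgeR) and 2.47 in Hpx-[RtcOFF] (standard error 0.49, adjusted p = 0.000499), and both Hpx- libraries of each group were above both wild-type libraries at 8 h. Low depth at 24 h was weighed by the lowest relE count there, 116, far above the smallest detectable level of 3. Under library totals alone the difference in Hpx-[RtcON] was 3.35. The choice of wild-type libraries made it smaller: 1.39 with the other wild-type group and 1.99 with all 4 wild-type libraries, not tested as differences. In Hpx-[RtcOFF] the difference was 2.28 to 3.95 over the alternatives. A biological difference between the time points remains a hypothesis.

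The plasmid was compared in the wild-type, which the paper does not report. At 8 h 23 IDs differed (9 higher, 14 lower), and at 24 h 21 did (5 higher, 16 lower). With library totals alone the majority at 24 h went the other way, with 24 higher and 1 lower. With the replicate block the counts were 52 (32 higher, 20 lower) and 24 (6 higher, 18 lower), so the block changed the majority direction at 8 h, where same-numbered libraries of the 2 groups were correlated at 0.64. The highest named genes were lacZ and lacY at 8 h (log2 fold change of lacY 3.36, adjusted p = 4.37e-06, edgeR). The lowest were prpD (-4.28, 0.00013), prpC (-4.22, 0.000119) and prpB (-3.78, 0.000534), with 4.04 as the size of the fall of prpD under the block. A deviating wild-type library was tested, since prpD had 2358 and 509 counts in the wild-type and 72 and 56 with the plasmid. Without wild-type replicate 1 the log2 fold change was -2.91. The direction was thus kept, but on 1 wild-type library, which cannot decide the question. With edgeR on the compared groups none of the prp genes passed, with adjusted p = 0.0717 for prpD and prpC and 0.124 for prpB. Over the alternatives the adjusted p ranged from 3.96e-09 to 0.0717 for prpD. It ranged from 3.9e-10 to 0.0717 for prpC and from 5.36e-07 to 0.124 for prpB. With a library left out, prpC was -4.91 to -2.84 and prpB -4.50 to -2.25. At 24 h yagK (-2.28, adjusted p = 0.00335, edgeR; with the block 0.00284) and yagU (-1.91, 0.00371; 0.00705) were lower and ybiU (2.02, 0.0191; 0.00784) higher, with both libraries of each group on the same side. With edgeR on the compared groups none of these 3 passed (adjusted p = 0.101 for each), and with library totals alone yagK (0.0786) and yagU (0.08) did not. Over their alternatives the adjusted p ranged from 1.05e-06 to 0.101 for yagK, from 5.6e-06 to 0.101 for yagU and from 0.000758 to 0.101 for ybiU.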

How the results depend on the processing

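Not run for want of names paired with the IDs: leaving out the rRNA genes (also for the principal components), summing the rRNA copies, the sets of ribosomal protein, rRNA, purine and pyrimidine, and glycerol 3-phosphate genes, and ssrA. Where a value below changed, the cause was not tested. Leaving out the IDs that start with EBT and crossing the replicate numbers were added after the data had been seen.

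relE at 8 h kept its direction and call under every alternative run: 3.10 to 3.54 in Hpx-[RtcON] (12 alternatives) and 2.66 to 3.70 in Hpx-[RtcOFF] (13). With each library left out it was 3.30 to 3.61 and 2.54 to 2.87. Of 1067 values of 90 gene results under alternatives, 990 kept direction and side of the threshold, 27 became weaker, 33 stronger and 17 reversed, 11 of them with library totals alone. Of 360 values with a library left out, 11 reversed and 10 moved. lacY (plasmid in the wild-type, 8 h) got no adjusted p from DESeq2 on the compared groups.

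Library totals alone moved the median of all IDs to 0.93 in Hpx-[RtcOFF] against the wild-type with the plasmid at 8 h, to 0.82 against Hpx-[RtcON], to 0.97 for the interaction, to -0.52 and -0.44 in Hpx-[RtcON] and Hpx-[RtcOFF] at 24 h, to 0.69 between them and to 0.49 (24 h) and -0.13 (8 h) for the plasmid in the wild-type. The higher and lower counts then were 2267 and 428, 2115 and 460, 1760 and 357, 150 and 1359, 354 and 1369, 982 and 229, 24 and 1, and 3 and 12, and 236 and 171 for the interaction at 24 h. Under this scaling, the following reversed in Hpx-[RtcOFF] at 8 h: the flagellum set (0.48, adjusted p = 0.0979, limma; range over alternatives 0.000136 to 0.765) and cyclase set (0.45, 0.0165; 0.00467 to 0.765) against the wild-type with the plasmid, both sets against Hpx-[RtcON] (0.44 and 0.10), lacZ (0.29), rplT (0.97), rpmI (0.74, and 0.73 against Hpx-[RtcON]), carB (0.95), yliF (0.91), ydaM (0.33), dosC (0.32), yedQ (0.13) and yegE (0.45), and at 24 h relE (-0.25). Relative to the median of all IDs the sets lay at -0.45 and -0.48 against the wild-type with the plasmid. Against Hpx-[RtcON] they lay at -0.38 and -0.72. Against the wild-type with the plasmid, lacZ lay at -0.63 and relE at 2.78. This scaling shifts all IDs nearly alike, so such relative values do not test it.

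Against the other wild-type group, lacZ (6.66), rpmF (-0.28) and relE at 24 h (-0.66) reversed in Hpx-[RtcOFF], and against all 4 wild-type libraries lacZ (2.95), rpmF (-0.12) and relE at 24 h (-0.23) did. With a library left out, signs varied in Hpx-[RtcOFF] for rpsA (-0.036 to 0.47), rpmF (-0.18 to 0.37, and -0.062 to 0.35 against Hpx-[RtcON]), rplT (-0.21 to 0.23), carB (-0.18 to 0.26), yliF (-0.27 to 0.31), yneF (-0.014 to 0.21) and relE at 24 h (-0.20 to 0.49), and in Hpx-[RtcON] for yliF (-0.89 to 0.45) and yeaI (-0.69 to 0.30).

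The flagellum set in Hpx-[RtcON] was weaker with edgeR on the compared groups (-1.13, adjusted p = 0.058, limma), the other wild-type group (-0.25, 0.518) and camera (-1.08, 0.627), with adjusted p from 0.000144 to 0.627 over its alternatives. In Hpx-[RtcOFF] it was weaker with edgeR on the compared groups (-0.49, 0.101), on the 8 libraries of the time point (-0.50, 0.0511) and camera (-0.55, 0.765). Against Hpx-[RtcON] it was stronger with DESeq2's size factors (-0.36, 0.042), a mean of at least 50 counts (-0.55, 0.00239), the replicate block (-0.37, 0.0499) and without EBT IDs (-0.44, 0.0182), in a range of 0.00239 to 0.765.
The cyclase set in Hpx-[RtcON] was weaker with edgeR on the compared groups (0.33, 0.101), library totals alone (0.43, 0.0979) and camera (0.33, 0.633), in a range of 0.000574 to 0.633. In Hpx-[RtcOFF] it was stronger with edgeR on the compared groups (-0.52, 0.0295), on the 8 libraries (-0.53, 0.0224), DESeq2's size factors (-0.53, 0.0483), the block (-0.58, 0.00467), without EBT IDs (-0.58, 0.014) and with crossed numbers (-0.58, 0.01), and against Hpx-[RtcON] weaker with camera (-0.69, 0.633; range 0.000232 to 0.633). With a library left out the medians were -1.28 to -0.86, -0.58 to -0.18 and -0.45 to -0.28 for the flagellum set in Hpx-[RtcON], Hpx-[RtcOFF] and between them, and 0.23 to 0.45, -0.61 to -0.46 and -0.84 to -0.58 for the cyclase set.

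Counts differed by more than 1.5 times as follows. With an absolute log2 fold change of at least 1, 746 IDs against 1232 in Hpx-[RtcON] at 8 h, 1412 against 2146 between the Hpx- groups and 478 against 906 shared. With edgeR on the compared groups, 691 against 1364 in Hpx-[RtcON] at 24 h, 406 against 890 between the Hpx- groups, 284 against 451 for the interaction, 568 against 964 shared, and for the plasmid in the wild-type 5 against 23 at 8 h and 1 against 21 at 24 h. With DESeq2 on the compared groups, 492, 347, 250 and 394 for the same 4 counts at 24 h, and 45 and 11 for the plasmid. With DESeq2 on all libraries 62 and 48 for the plasmid, with library totals alone 15 and with the block 52 at 8 h, and with edgeR on the 8 libraries 11 at 24 h, and 284 for the interaction.

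PC1 and PC2 held 45.1% and 27.9% with the 500 most variable IDs, 36.3% and 23.0% with variance-stabilized values, 33.2% and 18.9% with unit variance, and 34.5% and 23.0% without EBT IDs. The resemblance of Hpx-[RtcOFF] at 8 h to the wild-type at 24 h was 0.247 with Spearman's correlation and 0.364 for IDs with a mean of at least 50 counts, against 0.332. For Hpx-[RtcON] the same alternatives gave 0.095 and 0.284, against 0.171. The IDs that do not start with EBT held at most 764353 counts at 24 h, which limits the detection of small changes there.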

Differences from the paper's values

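In Hpx-[RtcON] against the wild-type, 1232 IDs were called at 8 h, and the paper shows about 700 in Fig. 5C, read by eye. An absolute log2 fold change of at least 1 gave 746 and library totals alone gave 949, and the other alternatives set before the data were examined stayed further away. At 24 h 1364 were called, and the paper shows about 460 in Fig. 5C, read by eye. Of the alternatives set before the data were examined, DESeq2 on the compared groups gave 492 and the others stayed further away. Of the calls shared by both Hpx- groups, 906 were found at 8 h against the paper's about 440 in Fig. 5C, read by eye, with 478 at an absolute log2 fold change of at least 1 alone among the alternatives within reach. At 24 h 964 were shared against the paper's about 370 in Fig. 5C, read by eye, with 394 for DESeq2 on the compared groups alone. In Hpx-[RtcOFF] 2498 were called at 8 h and 1770 at 24 h, against about 1800 and 1200 in the figure. An absolute log2 fold change of at least 1 gave 1810 at 8 h and 1466 at 24 h. The caption of the figure gives no fold-change cutoff, so the thresholds may be unlike.

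The paper states lower ribosomal protein transcripts in Hpx-[RtcON]. Of the 7 genes with a name, rpsA and rpsB were lower past the threshold and rplY was higher (log2 fold change 0.79). rpmI passed as lower with DESeq2 on all libraries or on the compared groups, edgeR on the compared groups or on the 8 libraries, library totals alone and a mean of at least 50 counts, and rplT with DESeq2 on the compared groups and a mean of at least 50 counts. In the other direction, rpsT passed as higher with the other wild-type group (1.00) and all 4 wild-type libraries (0.73). rpsB lost its call with both (-0.53 and -0.73), and rpsA with the former (-0.66). The paper states higher ribosomal protein transcripts in Hpx-[RtcOFF]. Of the 7 genes, rpsT and rplY were higher past the threshold against the wild-type with the plasmid. rpsB passed as higher with edgeR on the compared groups (0.61), DESeq2 on the compared groups (0.60) and library totals alone (1.63), and rpsA (1.22), rpmF (1.09), rplT (0.97) and rpmI (0.74) with library totals alone, where the median of all IDs was 0.93. In the other direction, rpmI passed as lower against the other wild-type group (-0.88). The paper found no connection of conditions that induce rtcAB with a rise of nucleotide cyclase transcripts. That statement is on inducing conditions in general, while only Hpx- libraries were examined here, without an adenylate cyclase gene. In Hpx-[RtcON] moaA was higher by 1.80, and the median of the 13 genes was 0.33 (fry adjusted p = 0.00674 and camera 0.633, limma, 9 of 13 above 0). Past the threshold 4 of the 13 were higher, and 2, yaiC and ycdT, were lower. The fry adjusted p was 0.0979 with library totals alone and 0.101 with edgeR on the compared groups (limma).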

Other observations

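The test on the resemblance to a later growth phase was set before its result was seen, and the tests on lacZ and on genes low in the wild-type were chosen after the result was seen.

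Early stationary phase was tested as an explanation for the state of Hpx-[RtcOFF] at 8 h. Its log2 fold changes against the wild-type with the plasmid correlated with those of the wild-type at 24 h against 8 h at 0.332 across 4359 IDs (Pearson). For Hpx-[RtcON] the correlation with the wild-type carrying the plasmid was 0.171. With Spearman's correlation the values were 0.247 for Hpx-[RtcOFF] and 0.095 for Hpx-[RtcON]. For IDs with a mean of at least 50 counts they were 0.364 and 0.284, which lie closer together. Part of the change in Hpx-[RtcOFF] may reflect a later growth phase, and genes are not independent replicates.

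lacZ was lower in Hpx-[RtcOFF] than in the wild-type with the plasmid at 8 h by a log2 fold change of -0.75 (standard error 0.36, adjusted p = 0.0787, edgeR), at 549 ± 59.2 against 924 ± 105 CPM (SD, n = 2). On the plasmid lacZ reports on the rtcBA promoter, for which the paper gives higher β-galactosidase activity in Hpx- after 24 h. A transcript level at 8 h is another measure at another time, so it does not test that result. The 24 h lacZ value of this comparison is not given here. The fall of lacZ at 8 h passed the threshold with DESeq2 on all libraries (-0.71, adjusted p = 0.0329), edgeR on the compared groups (-0.70, 0.0198), DESeq2 on the compared groups (-0.71, 0.00443) and edgeR on the 8 libraries (-0.71, 0.0204), in a range of 3.35e-09 to 0.5 over its alternatives, the smallest for a rise against the wild-type without the plasmid. With library totals alone the log2 fold change of lacZ was 0.29, a scaling that moved the median of all IDs to 0.93. Relative to that median lacZ lay at -0.63, and at -0.64 with TMM. A change of scaling shifts all IDs nearly alike, so this agreement does not decide on scaling. Background reads spread over all genes were tested as an explanation for changes in genes low in the wild-type: the 436 IDs with the lowest wild-type level had a median log2 fold change of -0.053 in Hpx-[RtcOFF] and the 436 with the highest level -1.11, with 91 higher and 33 lower past the threshold among the former and 40 and 257 among the latter. Against Hpx-[RtcON] the former had a median of 0.29, the highest among the groups of IDs by level. Against the wild-type with the plasmid and under library totals alone, the medians were 0.97 and -0.053, while all tested IDs had 0.93. A rise of the lowest genes against that wild-type therefore depends on the scaling, and there their median was the highest of the groups under neither scaling.

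The counts that Dataset S1 lists for Hpx-[RtcON] at 8 h were identical in 248 of 248 genes to those of the wild-type libraries without the plasmid and of the Hpx-[RtcON] libraries. Across 239 genes the log2 fold changes there and here correlated at 1.00. The paper called 51 of them and 57 were called here, 44 in both. With DESeq2 on the compared groups, 54 of 232 were called and all 51 of the paper's were among them.

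Of 9 genes of Table 1 and other genes named in the article that had a name here, 1 was higher and 1 lower in Hpx-[RtcON] at 8 h, and 5 were higher and 2 lower in Hpx-[RtcOFF]. moaA at 24 h was lower in Hpx-[RtcOFF] by -0.83 (adjusted p = 0.00459, edgeR; with the block -0.84) and not past the threshold in Hpx-[RtcON] (-0.59, 0.0643; -0.59).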
